# Arp2/3 complex and β1 integrin drive an invasive front through extracellular matrix adaptation in pancreatic cancer

**DOI:** 10.1002/ijc.70376

**Published:** 2026-03-07

**Authors:** Xiufen Yang, Yina Qiao, Yifeng Sun, Tamer Abdelaal, Kathleen Schuck, Hend Abdelrasoul, Carolina De La Torre, Malte Hermes, Yan Dong, Jingxiong Hu, Chao Fang, Xiaoyan Huang, Christoph Kahlert, Ingrid Herr, Christoph W. Michalski, Bo Kong

**Keywords:** Arp2/3, extracellular matrix, integrin, pancreatic cancer, type I collagen

## Abstract

Pancreatic ductal adenocarcinoma (PDAC) is one of the deadliest malignancies, due to its aggressive invasiveness and resistance to therapy. The dense, stiff extracellular matrix, composed primarily of collagen I and basement membrane components such as collagen IV and laminin, acts as a mechanical barrier that constrains PDAC invasion. We investigated whether the actin‐related protein (Arp) 2/3 complex, a key actin nucleator, is essential for PDAC cells to overcome extracellular matrix stiffness and facilitate migration. CRISPR/Cas9 knockout of the *Arpc4* gene in murine PDAC cell lines derived from Kras^G12D^‐driven transgenic mice resulted in substantially downregulated all Arp2/3 complex members. Inactivation of Arp2/3 significantly impaired PDAC cell migration, disrupted branched tubular structure formation in collagen I, and inhibited invasive front formation in organoid culture together with tumor‐associated macrophages and fibroblasts. Mechanistically, β1 integrin signaling emerged as a key regulator of Arp2/3‐dependent migration through collagen‐rich matrices. Clinically, elevated expression of Arp2/3 complex components correlates with poor patient survival and basal‐like differentiation subtypes, underscoring its role in disease progression. This study identifies the Arp2/3 complex and β1 integrin signaling as critical mediators of PDAC invasiveness and suggests them as potential therapeutic targets for mitigating PDAC progression.

**Abbreviations**
ADM: acinar‐to‐ductal metaplasia
Arp2/3 complex: actin‐related protein 2/3 complex
BMDMs: bone marrow–derived macrophages
CAFs: cancer‐associated fibroblasts
ECM: extracellular matrix
PDAC: pancreatic ductal adenocarcinoma
PSCs: pancreatic stellate cells
RNAseq: RNAsequencing
scRNAseq: single‐cell RNAsequencing

## 1 INTRODUCTION

Pancreatic ductal adenocarcinoma (PDAC) is characterized by an excessive accumulation of extracellular matrix (ECM) proteins, a phenomenon known as desmoplastic reaction. This dense stroma is a defining feature of PDAC and contributes significantly to disease progression and therapy resistance. Specific desmoplastic stromal signatures have been shown to predict patient outcomes.^1^ The ECM plays a paradoxical role in PDAC, functioning both as a promoter and a restraint of tumor progression.^2^ Collagens, the predominant ECM components, regulate tumor growth, survival, and therapy resistance by modulating the biochemical and biomechanical properties of the stroma.^2^, ^3^, ^4^ However, while certain collagen subtypes promote oncogenesis, excessive collagen deposition has been paradoxically linked to improved patient prognoses, likely reflecting distinct roles of collagen subtypes.^5^, ^6^

Notably, type I collagen forms a stiff fibrotic matrix, which serves as a mechanical barrier that can suppress PDAC invasiveness by inducing stiffness‐dependent mechanosignaling.^7^, ^8^ Additionally, other ECM components, such as collagen IV and laminin, are key constituents of the basement membrane. This specialized ECM layer serves as a physical and biochemical barrier, restricting the transition of pre‐neoplastic cells into an invasive phenotype. Understanding how PDAC cells overcome the physical constraints of the dense ECM matrix is essential for understanding tumor invasion mechanisms and identifying actionable therapeutic targets.

The actin‐related protein (Arp) 2/3 complex consists of the subunits Arp2, Arp3, and Arpc1‐Arpc5.^9^ These subunits work together as a central actin nucleator. Unique in its function, the Arp2/3 complex binds to pre‐existing actin filaments and nucleates new branches, forming a dense actin network critical for cell motility and morphological adaption.^10^ Activation of the Arp2/3 complex occurs downstream of Rac1 (Rac family small GTPase 1) signaling in response to external stimuli, facilitating plasma membrane protrusions and actin stress fiber formation.^11^ This actin remodeling process is crucial for generating biomechanical forces required for cell migration and the formation of cellular structures like lamellipodia and filopodia.^11^

Previously, using an in vivo model of PDAC, we demonstrated the critical role of the Arp2/3 complex in early pancreatic carcinogenesis.^12^, ^13^ Specifically, Arp2/3‐mediated actin‐nucleation facilitated the formation of a basolateral actin cortex, which is essential for acinar‐to‐ductal metaplasia (ADM), a key adaptation of acinar cells in response to inflammatory cues. More recently, we reported that the Arp2/3 complex is required for cancer‐associated fibroblasts (CAFs) to adopt a myofibroblastic phenotype and facilitate efficient migration.^14^

Here, we focus on the role of the Arp2/3 complex in facilitating PDAC migration and morphological adaptation within stiff type I collagen and basement membrane matrices.

## 2 MATERIALS AND METHODS

### 2.1 Cell lines and culture conditions

The primary mouse PDAC cell lines 8025 and R254 were kindly provided by Dr. Dieter Saur and Dr. Günter Schneider (Department of Gastroenterology, Technical University of Munich, Munich, Germany). The 8025 cell line was derived from primary cells isolated from genetically engineered *p48* ^*Cre/+*^; *LSL‐Kras* ^*G12D/+*^ (*KC*) mice, while the R254 cell line originated from *p48* ^*Cre/+*^; *LSL‐Kras* ^*G12D/+*^; *p53* ^*flox/flox*^ (*KPC*) mice. Both cell lines were cultured in Dulbecco's modified Eagle medium (DMEM, Gibco, Waltham, MA) supplemented with 10% fetal bovine serum (FBS, Gibco, Waltham, MA), 100 U/mL penicillin and 100 μg/mL streptomycin (Merck, Darmstadt, Germany). Cultures were maintained at 37°C in a humidified incubator with 5% CO₂.

### 2.2 CRISPR/Cas9‐mediated gene editing of murine PDAC cell lines

The primary, murine PDAC cell lines 8025 and R254 were transfected with the CRISPR/Cas9 p20‐ARC Double Nickase Plasmid (Santa Cruz Biotechnology, Dallas, TX) to target the *Arpc4* gene, along with a negative control plasmid (Santa Cruz Biotechnology, Dallas, TX). Transfections were performed using Lipofectamine 3000 reagent (Thermo Fisher Scientific, Waltham, MA) according to the manufacturer's instructions. After 48 h of transfection, single cells with green fluorescence were sorted via fluorescence‐activated cell sorting (FACS) and subjected to selection with puromycin (InvivoGen, Toulouse, France) at concentrations of 0.7 mg/mL for 8025 cells and 1.2 mg/mL for R254 cells. Following 5–7 days of incubation under puromycin selection, the cells were seeded into 96‐well plates for clonal expansion. Clones with *Arpc4* knockout (*Arpc4* ^*ko*^) were confirmed by Western blot analysis.

### 2.3 Fluorescence‐activated cell sorting

Green fluorescent 8025 and R254 single cells were sorted via fluorescence‐activated cell sorting (FACS). Compensation was calculated in BD FACSDiva v6.1.3 using single‐stained controls (one control per fluorochrome). PMT voltages were first set on the unstained control to place negatives in the first decade; the FACSDiva Compensation Setup routine then generated the spillover matrix, which was applied during acquisition. The matrix was verified by re‐acquiring the single‐stained controls to confirm minimal residual signal in off‐target channels. Fluorescence‐activated cell sorting (FACS) was performed on a BD platform running FACSDiva v6.1.3. Single‐cell suspensions were stained with Dead Cell Stain Kit (L10119, Thermo Fisher Scientific, Germany). Acquisition and sorting were controlled by the use of FACSDiva v6.1.3, with compensation from single‐stained controls applied at acquisition. Events were gated sequentially: (i) stable acquisition period, (ii) FSC/SSC to exclude debris, (iii) doublet discrimination (FSC‐W vs. FSC‐H; SSC‐W vs. SSC‐H), (iv) live cells (viability: APC‐Cy7‐negative), (v) marker‐defined subsets (GFP positive) for sorting. Sort fractions were collected into protein‐supplemented medium on ice. A quality control after sorting included immediate re‐acquisition to confirm purity and viability.

### 2.4 Western blot analysis

Control and *Arpc4* knockout 8025 and R254 cells were lysed in ice‐cold RIPA buffer supplemented with protease and phosphatase inhibitors (Roche, Mannheim, Germany). Protein concentrations were measured using the BCA protein assay kit (Pierce, Thermo Scientific, Waltham, MA). Equal amounts of 20 μg protein were separated on 8–15% polyacrylamide gels and transferred to PVDF membranes (Roche, Mannheim, Germany). The membranes were blocked with 5% bovine serum albumin, then incubated with primary antibodies overnight at 4°C. After three washes in TBST buffer, the membranes were incubated with secondary antibodies for 1 h at room temperature, washed again, and visualized by chemiluminescence. Primary rabbit antibodies were: anti‐Arp2 (#AP3861), anti‐Arp3 (#AP4581), and anti‐Arpc1b (#AP4321), all from ECM Biosciences (Versailles, KY); anti‐Arpc4 pAb (#ab217065, abcam, Cambridge, UK); anti‐Hsp90 (#4877), anti‐MLC2 (#3672), and anti‐p‐MLC2 (Ser19, #3671) were from Cell Signaling Technology, Frankfurt, Germany. The primary mouse anti‐β1‐integrin antibody (#MA5‐17103) was from Thermo Fisher Scientific (Waltham, MA). The secondary antibodies were Donkey HRP‐labeled anti‐rabbit IgG (#NA‐934, GE Healthcare, Buckinghamshire, UK); Sheep HRP‐labeled anti‐mouse IgG (#NA‐931, GE Healthcare, Buckinghamshire, UK); IRDye® 680RD Goat anti‐Rabbit IgG (#926‐68071, LI‐COR, Bad Homburg, Germany).

### 2.5 Proliferation assay

Cells at 70%–80% confluence were harvested and counted. A total of 2000 cells (8025) or 1000 cells (R254) were seeded evenly into each well of a 96‐well plate. Five replicate wells were prepared for each experimental group. Following incubation for 24, 48, 72, or 96 h at 37°C with 5% CO_2_, 10 μL of CCK‐8 reagent (MedChemExpress, Monmouth Junction, NJ) was added to each well. The plates were then incubated for an additional 2 hours under the same conditions. Optical density (OD) values were measured at a wavelength of 450 nm using a microplate reader. Data were normalized to the baseline measurement at timepoint 0 and subjected to statistical analysis following previously published methods.^15^

### 2.6 Wound healing assay

This assay was performed by seeding 2 × 10^6^ cells into each well of a 6‐well plate to establish a monolayer. A straight scratch was created using the tip of a plastic 100 μL pipette, and the wound area was monitored using an inverted microscope at 0, 12, and 24 h. Images were captured, and the wound closure rate was quantified using ImageJ (NIH, Bethesda, MA).^16^

### 2.7 ECM substrate‐dependent random cell migration assays

For these assays, 35 mm cell culture dishes were prepared by coating with the following Corning® substrates: 8 μg/cm^2^ collagen I, 3 μg/cm^2^ collagen IV, 8 μg/cm^2^ laminin (all from Merk, Darmstadt, Germany), and 3 μg/cm^2^ fibronectin (R&D Systems, Abingdon, UK) following the manufacturer's instructions. The coating solutions were applied to the dishes and incubated overnight at 4°C. Before usage, the solutions were discarded, and the dishes were washed with PBS. Additionally, 500 μL Matrigel® was used to coat some dishes, incubated at 37°C in a 5% CO₂ atmosphere for 20 min for solidification. Others were coated with 1 mL 0.1% gelatin (Sigma‐Aldrich, Darmstadt, Germany) following the same incubation conditions, with excess solution removed afterwards.

Cell suspensions, containing 5 × 10^4^ murine, primary PDAC control or *Arpc4* ^*ko*^ cells in 2 mL DMEM supplemented with 10% FBS, 100 U/mL penicillin, and 100 μg/mL streptomycin, were carefully added to the coated dishes. The cultures were then incubated at 37°C in a 5% CO₂ atmosphere for 12 h. For those groups receiving blocking antibody treatments, the media also included 100 μg/mL of IgG (I‐1195, Leinco Technologies, St. Louis, MO) or β1‐integrin antibody (AIIB2, Developmental Studies Hybridoma Bank, Iowa City, IA). Cell migration was monitored using a HF 2000 incubation chamber (Pecon, Ulm, Germany) and an Axio Observer Z1 bright‐field microscope (Zeiss, Göttingen, Germany). Images were captured at 15‐min intervals over 24 h, with data analysis performed using ImageJ (NIH, Bethesda, MA).^16^

### 2.8 Isolation of pancreatic stellate cells and macrophages

Quiescent pancreatic stellate cells (PSCs) were isolated from mice following a published protocol.^17^ Pancreata from C57BL/6J wild‐type mice were minced and enzymatically dissociated in GBSS containing 0.05% collagenase P for 10 min at 37°C. The digest was passed through a 100‐μm nylon mesh and washed in GBSS supplemented with 3% BSA. After centrifugation, the pellet was resuspended in 4.75 mL GBSS/3% BSA containing 28% Histodenz, and 3 mL of 3% BSA‐GBSS was gently overlaid. Following centrifugation at 1400*g* (without brake), the diffuse band immediately above the Histodenz–GBSS interface was collected, washed in PBS, and plated. PSCs were maintained in DMEM supplemented with 5% FBS, 1% L‐glutamine, and 1% penicillin–streptomycin at 37°C in 5% CO₂, and used within 2 weeks. Bone marrow–derived macrophages (BMDMs) were generated from mice following established procedures.^18^ Briefly, tibiae and femora were aseptically excised and placed in PBS. After removal of surrounding soft tissues, the bone ends were trimmed and the marrow was flushed into DMEM (~5 mL per flush, repeated until the bones appeared white). Cell suspensions were pelleted (1500 rpm, 8 min) and supernatants discarded. Erythrocytes were lysed, cells were resuspended in PBS, passed through 100‐μm strainers into 50‐mL tubes, washed, and centrifuged again. The final pellet was resuspended to the desired density in DMEM supplemented with 20% FBS and M‐CSF (20 ng/mL), plated, and differentiated for 7 days before downstream functional analyses.

### 2.9 Organoid formation

Organoids were generated within collagen I (Sigma‐Aldrich, Darmstadt, Germany) using a 24‐well plate, with a total gel mixture volume of 400 μL. To prepare the gel, 13 μL neutralizing solution (550 mM HEPES in PBS) was added to 257 μL PDAC control or *Arpc4* ^*ko*^ cell suspension (500 cells/mL), followed by 130 μL of type I collagen. After thorough mixing, the gel mixture was transferred into a 24‐well plate and incubated at 37°C with 5% CO_2_ for 15 min to solidify. Subsequently, 600 μL DMEM containing 10% FBS, 100 U/mL penicillin, and 100 μg/mL streptomycin was added. The gel was detached from the well by encircling it with a 10 μL pipette tip and cultivated at 37°C with 5% CO_2_ for 10 days. The medium was refreshed every 2–3 days, and images were captured to document growth.

For organoids formed in Matrigel® (Corning, Berlin, Germany), 200 murine, primary PDAC control or *Arpc4* ^*ko*^ cells were suspended in 50 μL Matrigel®. The mixture was carefully added to a well of a 24‐well plate to form a dome shape and incubated at 37°C with 5% CO_2_ for 15 min to solidify. Following solidification, 500 μL organoid full medium^19^ was added, and the organoids were cultivated at 37°C with 5% CO_2_ for 10 days. The medium was refreshed every 2–3 days, and images were taken to record growth.

### 2.10 Organoid culture

The day prior, organoids in Matrigel® derived from the murine, primary PDAC cell line 8025 were prepared by collecting them using cold medium. These organoids were mechanically dissociated into smaller fragments through gentle pipetting and further processed into single cells (from smaller organoids) using TrypLE™. They were then seeded into a 24‐well plate and cultured in full organoid medium for 24 h. On the following day, a unit solution was prepared containing 75% Matrigel®, 25% collagen I, 5 μg/mL fibronectin (R&D systems, UK), and 2.5 μg/mL vitronectin (R&D systems, UK). Additionally, mouse PSC primary cells (5.0 × 10^5^ cells) and bone marrow‐derived macrophages (10 × 10^5^ cells) were prepared as previously described.^18^, ^20^

The model consisted of two distinct layers. The first layer included a mixture of 187.5 μL Matrigel®, 62.5 μL collagen I, 5 μg/mL fibronectin, and 2.5 μg/mL vitronectin, which was added without cells and incubated at 37°C for 20 min. The second layer was comprised of 562.5 μL Matrigel®, 187.5 μL collagen I, 5 μg/mL fibronectin, and 2.5 μg/mL vitronectin, combined with 2.5 × 10^5^ organoids, 5 × 10^5^ PSC cells, and 10 × 10^5^ macrophages. This mixture was layered on top of the first layer and incubated at 37°C for 20 min. Subsequently, 1 mL of 5% FBS DMEM reduced medium was added, and the co‐culture was maintained for 5 days. Following incubation, the 3D co‐culture micro tumors were harvested for RNA‐sequencing (RNAseq) and H&E staining as previously described.^12^

### 2.11 RNA extraction and RNAseq

For total RNA extraction from organoids, TRIzol reagent (Thermo Fisher, Waltham, MA) was added to the gel after removing the supernatant. The gel was dissolved by thorough mixing. Chloroform (Thermo Fisher) was added, followed by vigorous vortexing for 15 s. After incubation at room temperature for 3 min, the mixture was centrifuged at 12,000*g* for 15 min at 4°C. The upper aqueous phase was carefully transferred to a fresh tube, and an equal volume of ≥95% ethanol was added. Total RNA was then purified using the Monarch Total RNA Miniprep Kit (New England Biolabs, Frankfurt am Main, Germany) according to the manufacturer's instructions. For 2D‐cultured cells, total RNA was directly extracted using the Monarch Total RNA Miniprep Kit (New England Biolabs) following the manufacturer's protocol.

RNAseq from organoid samples was conducted at the NGS Core Facility, Medical Faculty Mannheim, University of Heidelberg, Mannheim, Germany. RNAseq for 2D‐cultured samples was performed at the Core Unit Bioinformatics, Medical Faculty, University of Ulm, Germany. RNAseq for samples embedded in three different matrices was performed by Biomarker Technologies (BMKGENE, Münster, Germany). The sequencing coverage and quality statistics for each sample are summarized (Table S1).

Differential gene expression analysis was carried out using the Bioconductor software package DESeq2 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html), with genes showing |Log2FC| > 1 and *p*‐value <0.05 considered differentially expressed. Pathways and Ontologies analysis were performed by the use of the online tool Enrichr (https://maayanlab.cloud/Enrichr/) with down regulated genes (Arpc4^KO^ versus control) from each RNAseq data.

### 2.12 Gene set variation analysis

The computational method Gene Set Variation Analysis (GSVA; https://www.gsea-msigdb.org/gsea/index.jsp) was applied to evaluate the contribution of the eight ARP complex genes (ARPC1A, ARPC1B, ARPC2, ARPC3, ARPC4, ARPC5, ACTR2, and ACTR3) to the overall variation in the TCGA‐PAAD dataset. GSVA‐based scores were computed for further analysis using GSVA version 1.47.0.

### 2.13 Clinical dataset acquisition

The study utilized data from The Cancer Genome Atlas (TCGA, https://www.cancer.gov/ccg/research/genome-sequencing/tcga), which offers comprehensive genomic and clinical information on PDAC patients. Expression profiles and associated clinical outcomes were extracted for analysis. Overall survival was assessed using Cox regression models and Kaplan–Meier survival curves. Following previously published work,^21^, ^22^ samples were dichotomized into high‐risk and low‐risk groups using the maximally selected log‐rank statistic based on overall survival in the TCGA‐PAAD cohort (*n* = 177), yielding the cut‐off that maximized separation of the Kaplan–Meier curves. The correlation analysis between the ARP complex and basal‐like or classical subtypes was performed using the Pearson method.

### 2.14 Single‐cell RNAseq data analysis

Single‐cell RNAseq (scRNAseq) datasets were obtained from GSE155698 in the Gene Expression Omnibus (GEO). Data preprocessing and quality control were conducted following previously described methods.^12^, ^14^ Copy number variations (CNVs) were calculated to identify malignant tumor cells using the “copycat” R packages. Cell clusters were identified using the Seurat package's FindClusters function, applying a graph‐based clustering approach with a resolution range of 0.05–0.25. Candidate gene expression was visualized using dot plots generated with the dotplot function.

### 2.15 Statistical analysis

All analyses were performed using R version 4.0.4 (https://www.bioconductor.org/) and GraphPad Prism version 7 (https://www.graphpad.com/). Statistical comparisons for categorical and numerical variables were carried out using Mann–Whitney tests, while correlations were evaluated using Pearson's correlation. The Cox proportional hazards regression model was implemented using the R “survival” package. Single‐cell data analysis was conducted with the “Seurat” package version 4.0.1, and dot plots were created using a combination of the “Seurat” and “ggplot2” packages. A two‐tailed Student's *t* test was used to assess the significance of differences between group means, with a *p*‐value <0.05 considered statistically significant. Results are expressed as mean ± standard error.

## 3 RESULTS

### 3.1 Arp2/3 complex inactivation impairs PDAC migration on type I collagen and basement membrane matrices

To elucidate the functional significance of the Arp2/3 complex in PDAC cell migration, we employed CRISPR/Cas9 to knock out the *Arpc4* gene in murine PDAC cell lines derived from Kras^G12D^‐driven transgenic mouse models (8025 and R254).

Western blot analysis confirmed a complete loss of Arpc4 expression, accompanied by a substantial reduction in Arp2, Arp3, and Arpc1b levels (Figure 1A). These findings suggest a near‐total disruption of Arp2/3 complex functionality.

**FIGURE 1:**
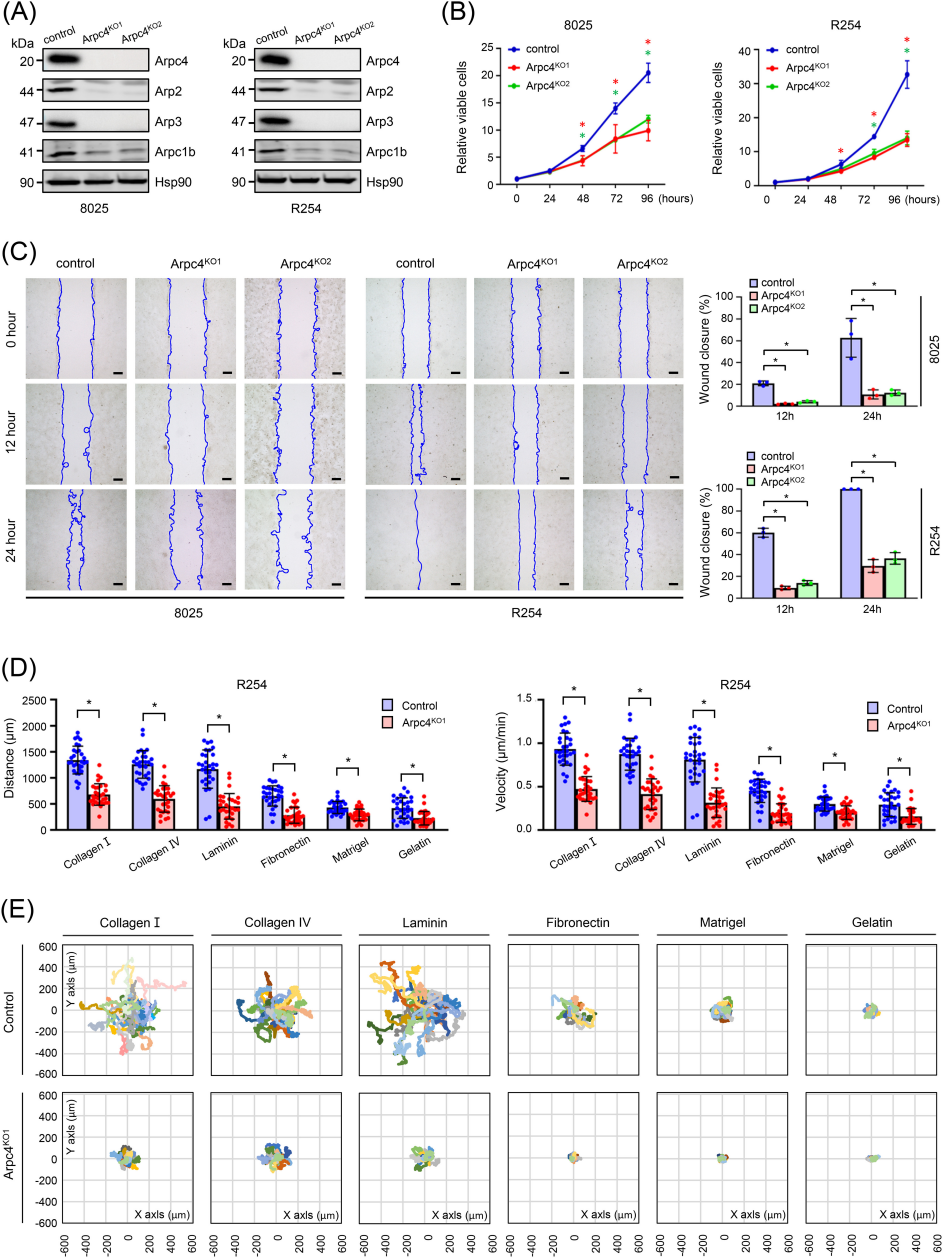
Arp2/3 complex inactivation reduces PDAC migration on type I collagen and basement membrane matrix. (A) Western blot analysis shows the expression levels of Arp2/3 complex subunits Arpc4, Arp2, Arp3, and Arpc1b in 8025 and R254 cells under control and Arpc4 knockout conditions. (B) The proliferation assay was conducted on 8025 or R254 control and Arpc4 knockout cells. The cell viability of cells in each group was assessed using a CCK‐8 assay on the specified hours (0, 24, 48, 72, 96), with data (OD_450_ values) normalized to the measurement at time point 0. *p < 0.05, unpaired *t* test. For 8025 cells, *p*‐values for Arpc4^KO1^ versus control are 0.0221 (48 h), 0.0254 (72 h), and 0.0021 (96 h); for Arpc4^KO2^ versus control, they are 0.0046 (48 h), 0.0007 (72 h), and 0.0015 (96 h). For R254 cells, *p*‐values for Arpc4^KO1^ versus control are 0.0356 (48 h), <0.0001 (72 h), and 0.0017 (96 h); for Arpc4^KO2^ versus control, they are 0.0022 (72 h), and 0.0020 (96 h). (C) Representative images are shown to demonstrate the migration of cells into the wounded area at the indicated time points (scale bar: 200 μm). The percentage of wound closure was quantified and plotted to assess the cell migration rate. For 8025 cells, *p*‐values for Arpc4^KO1^ versus control are 0.0001 (12 h) and 0.0079 (24 h); for Arpc4^KO2^ versus control, they are 0.0003 (12 h) and 0.0083 (24 h). For R254 cells, *p*‐values for Arpc4^KO1^ and Arpc4^KO2^ versus control are <0.0001 at both 12 h and 24 h. (D) Migrated distance (left) and velocity (right) of R254 cells on plates coated with various ECM components (type I collagen, type IV collagen, laminin, fibronectin, Matrigel® and gelatin) are shown in the charts. *p < 0.0001, unpaired *t* test. (E) Panels depict single‐cell trajectories on plates coated with type I collagen, type IV collagen, laminin, fibronectin, Matrigel® and gelatin. Thirty randomly selected cell trajectories are shown for each group.

Functionally, *Arpc4*‐depletion significantly impaired cell proliferation and migration in both 8025 and R254 PDAC cells (Figure 1B,C). To quantitatively assess migration, we performed random cell migration assays using time‐lapse video microscopy on plastic surfaces pre‐coated with various ECM proteins: collagen I, collagen IV, laminin, fibronectin, gelatin, and Matrigel®, as previously described.^23^

Control PDAC cells migrated significantly faster on collagen I, collagen IV, and laminin compared to fibronectin, gelatin, and Matrigel® (Figure 1D). In contrast, *Arpc4*‐deficient PDAC cells exhibited markedly reduced migration across all tested ECM substrates. Additionally, these cells displayed more constrained migration trajectories, particularly on collagen I, collagen IV, and laminin. This effect was less pronounced on gelatin, fibronectin, and Matrigel® (Figure 1E). These results highlight the critical role of the Arp2/3 complex in facilitating effective PDAC cell migration, especially in collagen‐rich and basement membrane‐like matrices.

### 3.2 Arp2/3 complex inactivation impairs morphological adaptation in collagen I and invasive front formation in mixed ECMs

To investigate the morphological responses of murine PDAC cells in different extracellular matrices, we analyzed their behavior in two key matrix environments: rigid collagen I and the less rigid Matrigel®, which contains basement membrane components such as collagen IV and laminin. The reduced rigidity of Matrigel®, compared to collagen I, offers a contrasting environment for cellular dynamics.^24^ We embedded single control and Arp knockout (*Arpc4* ^*KO*^) cells into floating collagen I gels or Matrigel®, and tracked their migration and morphological changes over a period of 7 days. In the rigid collagen I matrices, control PDAC cells formed branched tubular structures during migration, a process markedly impaired in cells with the Arp2/3 complex inactivated (Figure 2A). Conversely, in Matrigel®, cells predominantly formed spheroids instead of branched structures, with the spheroids growing in diameter, as observed with bright‐field microscopy after 7 days (Figure 2B). The growth of these spheroids was partially compromised by the inactivation of the Arp2/3 complex.

**FIGURE 2:**
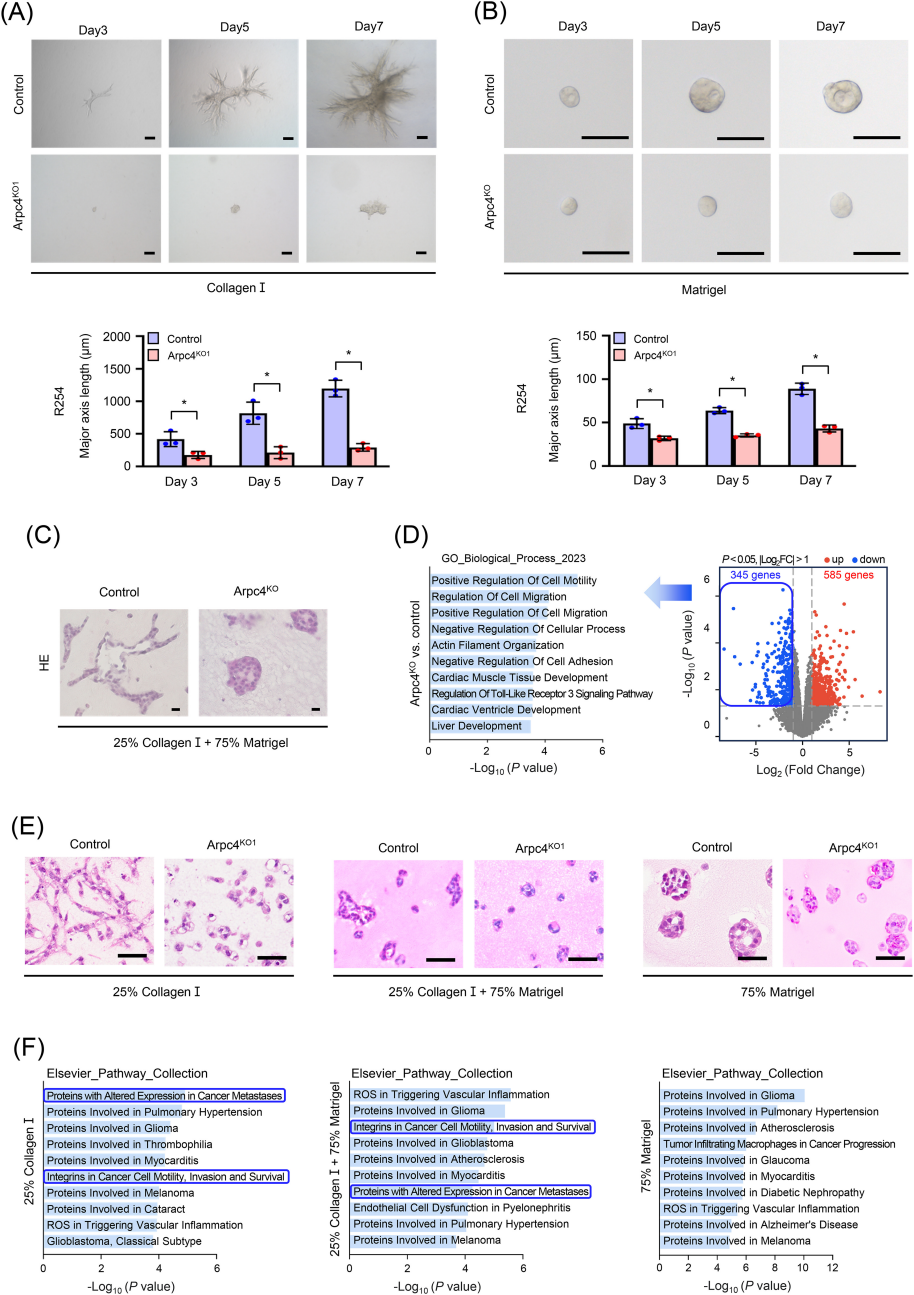
Arp2/3 inactivation impairs morphological adaptation in type I collagen and formation of an invasive front in mixed ECMs. (A) Representative phase‐contrast pictures show the morphology of control and Arpc4^KO^ R254 cells in type I collagen (left, scale bars: 100 μm) at various time points. Quantitative analysis of size for the structures formed by PDAC cells (right). *p*‐values for Arpc4^KO^ vs. control are 0.0298 (Day 3), 0.0056 (Day 5) and 0.0004 (Day 7). (B) Representative phase‐contrast pictures show the morphology of control and Arpc4^KO^ R254 cells in Matrigel® (left, scale bars: 100 μm) at various time points. Quantitative analysis of size for the structures formed by PDAC cells (right). *p*‐values for Arpc4^KO^ vs. control are 0.0070 (Day 3), 0.0002 (Day 5), and 0.0005 (Day 7). (C) Representative H&E‐stained sections display the morphology of the structure formed in 3D co‐culture matrix by control and Aprc4^KO^ 8025 cells, scale bars: 20 μm. (D) Volcano plot of RNAseq results comparing Arpc4^KO^ versus control in 8025 cell‐derived 3D structures (right). Functional annotation of downregulated genes (*n* = 345) after Arpc4 knock‐out in murine PDAC 8025 cells (left), and top 10 annotations are shown. Reference genome: GRCm39. (E) Representative H&E‐stained sections display the morphology of the structure formed in 25% type I collagen, 25% type I collagen + 75% Matrigel® and 75% Matrigel® by control and Aprc4^KO^ 8025 cells on the 5th day, scale bars: 50 μm. (F) Functional annotation of downregulated genes after Arpc4 knock‐out of RNAseq results comparing Arpc4^KO^ versus control of 8025 cells in 25% type I collagen, 25% type I collagen + 75% Matrigel® and 75% Matrigel®. Top 10 annotations are shown. Reference genome: GRCm39.

Given the absence of detectable type I collagen in Matrigel®,^3^ we further enhanced our experimental system by supplementing Matrigel® with collagen I. Additionally, to simulate the key cellular components of the PDAC microenvironment, we included naive PSCs and bone marrow‐derived macrophages to represent and tumor‐associated macrophages (TAMs), respectively, creating an ex vivo microtumor model. Notably, in this co‐culture system, control cells developed gland‐forming spheroid bodies with multiple invasive fronts, surrounded by dense stroma and closely resembling the histological architecture of PDAC in vivo. In contrast, *Arpc4* ^*KO*^ cells exhibited compromised invasive front formation, resulting in more solid, less invasive tumors (Figure 2C).

To elucidate the mechanisms underlying these observations, we performed RNAseq on microtumors derived from control and *Arpc4* ^*KO*^ cells and consisting of TAMs, PSCs, and organoids. Differential gene expression analysis identified 345 genes significantly downregulated in *Arpc4* ^*KO*^ tumors compared to controls (*p* < 0.05, Log2FC: <−1). Pathway and ontology analysis indicated that “positive regulation of cell motility” and “positive regulation of cell migration” were the most significantly enriched terms (Figure 2D), emphasizing the critical role of cell migration within the collagen I matrix in driving observed morphological differences. To rule out the impact of CAFs and TAMs on PDAC migration, we performed a migration assay using control and *Arpc4* ^*KO*^ cells on plates coated with a matrix of 75% Matrigel® and 25% collagen I, in the absence of CAFs and TAMs. Here, *Arpc4* ^*KO*^ cells showed consistently reduced migration speeds and more confined trajectories compared with control cells (Figure S1A,B).

To isolate matrix effects independent of TAMs and CAFs, we repeated the experiment without TME cells and embedded control and *Arpc4* ^*KO*^ cells in three matrices: 25% collagen I, 25% collagen I + 75% Matrigel®, and 75% Matrigel® for 5 days, followed by H&E staining and RNAseq. 

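The RNAseq experiment compared control cells with Arpc4 KO cells of 1 murine PDAC line in each of the 3 matrices. The line comes from mice that carry an activated Kras allele in the pancreas, and Arpc4 encodes a subunit of the Arp2/3 complex, which nucleates branched actin filaments. Each of the 6 groups held 3 libraries, 18 in all, collected after 5 days in the matrix. RNA was extracted from the dissolved gel, and strand-specific mRNA libraries were sequenced on an Illumina NovaSeq X. The authors aligned the reads with HISAT2, assembled transcripts with StringTie and deposited a table of counts and a table of FPKM for each gene. The count table lists 25870 features, of which 22183 carry a gene symbol and 3687 are loci that the authors assembled. Total counts per library ran from 32579427 to 43219022, with a median of 37396410. The group medians were 34391984 (control) and 37386898 (Arpc4 KO) in 25% collagen I, 43191857 and 36644027 in 25% collagen I + 75% Matrigel, and 37405922 and 37671645 in 75% Matrigel. The counts were scaled by TMM, 14254 features passed the filter on low counts, and all 18 libraries were fitted together in edgeR with 1 term per group. A gene was called lower or higher at an adjusted p under 0.01 and a change of more than 1 on the log2 scale, the thresholds printed in Fig. S2. Members of gene lists and differences between matrices were called at an adjusted p under 0.05. The 3 libraries of a group measure the spread between samples of that group. The sample labels do not name the knockout clone, so a difference between clones cannot be told apart from the knockout. Genotype separated the libraries on the first principal component, which held 43.5% of the variance, and the matrix separated them on the second, with 20.7%.

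**Figure D1:**
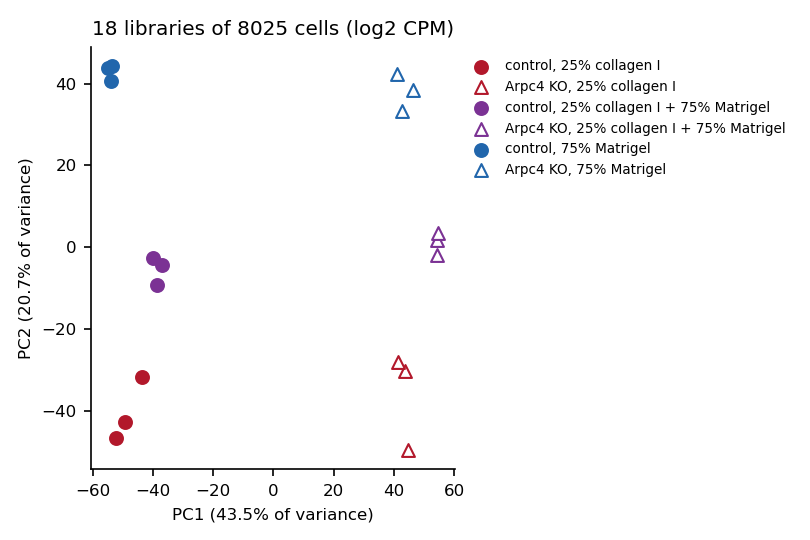
Principal components of the 18 libraries, from log2 CPM of the tested features, with the first component on the horizontal axis (43.5% of the variance) and the second on the vertical axis (20.7%). Each point is 1 library, marked by genotype and matrix, and control and Arpc4 KO libraries lie on opposite sides of the first component in each matrix.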

Control organoids showed a clear matrix‐dependent trend: branched tubular structures in 25% collagen I, gland‐forming spheroids with invasive fronts in 25% collagen I + 75% Matrigel®, and compact spheroids in 75% Matrigel®. In contrast, *Arpc4* ^*KO*^ organoids remained largely spheroidal across all conditions, with only minimal formation of tubular structure in 25% collagen I (Figure 2E). Transcriptomically, 495, 578, and 611 genes were downregulated in *Arpc4* ^*KO*^ versus control cells in 25% collagen I, 25% collagen I + 75% Matrigel®, and 75% Matrigel®, respectively (Figure S2A–C). 

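Arpc4 mRNA itself fell in every Arpc4 KO library, and the genes that fell with it were largely shared by the 3 matrices. Arpc4 (ENSMUSG00000079426.15), on chromosome 6 of GRCm39 from 113355059 to 113367409, went from 94.0 ± 3.24 to 45.1 ± 3.20 counts scaled to library size (CPM; mean ± SD, n = 3 libraries) in 25% collagen I. It went from 111 ± 4.71 to 54.3 ± 0.82 CPM in 25% collagen I + 75% Matrigel and from 133 ± 1.12 to 68.3 ± 3.22 CPM in 75% Matrigel. The log2 fold changes of Arpc4 were −1.06, −1.03 and −0.96 (SE 0.06 each), with adjusted p = 3.4e-10, 3.3e-10 and 6.7e-10. Tada3, on the opposite strand, and Ttll3 overlap Arpc4 in the annotation. Tada3 rose by 0.28, 0.41 and 0.23, the last a call that was lost when 1 of several libraries was left out, and Ttll3 rose by 0.81 in the mixture of collagen I and Matrigel and by 0.92 in 75% Matrigel. Actr3b, a paralog of the actin-related subunit Actr3, rose by 0.96, 2.15 and 2.40 on the log2 scale (SE 0.17, 0.17 and 0.18), from 4.55, 3.55 and 2.24 CPM in control cells. Of the 10 measured genes of the complex, 1 fell and 3 rose in 25% collagen I, 1 fell and 5 rose in 25% collagen I + 75% Matrigel, and 1 fell and 8 rose in 75% Matrigel. Adjusted over the list alone, the numbers that rose were 3, 6 and 8, and the 1 that fell was Arpc4 in each matrix. These values are of mRNA and do not measure protein. By Western blot, the paper reports a complete loss of Arpc4 protein and less Arp2, Arp3 and Arpc1b protein in Arpc4 KO cells.
Over all genes, 653, 684 and 767 features were lower in Arpc4 KO cells in 25% collagen I, the mixture and 75% Matrigel. Of these, 600, 635 and 727 carry a gene symbol, and 435 features were lower in all 3 matrices. Sox2, a transcription factor of stem and progenitor cells, fell from 144 to 0.87 CPM in 25% collagen I, from 85.5 to 1.30 CPM in the mixture and from 80.3 to 0.92 CPM in 75% Matrigel. Thbs1, a secreted matrix glycoprotein, fell at log2 fold changes of −2.28, −4.33 and −4.22 (SE 0.20, 0.22 and 0.22). Other large falls in all 3 matrices were those of Enpp2 (−5.36, −3.56 and −6.48), which makes lysophosphatidic acid, Cyp26b1 (−5.58, −5.26 and −4.37), which degrades retinoic acid, and Ddah1 (−3.68, −5.56 and −5.14), which degrades an inhibitor of nitric oxide synthesis. Slc7a2, a transporter of cationic amino acids chosen after its values were seen, had 0 counts in the 9 Arpc4 KO libraries and 4666 in the 9 control libraries, at least 1600-fold lower with a floor of 3 counts over the group. Of the features lower in 1 matrix alone, 125 were found in 25% collagen I, 93 in the mixture and 173 in 75% Matrigel. A test of the difference between matrices passed against both other matrices for 9, 5 and 17 of them. Across the features tested, the log2 fold changes of 25% collagen I had a Pearson r of 0.80 with those of the mixture and 0.77 with those of 75% Matrigel, and genes are not independent replicates.

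**Figure D2:**
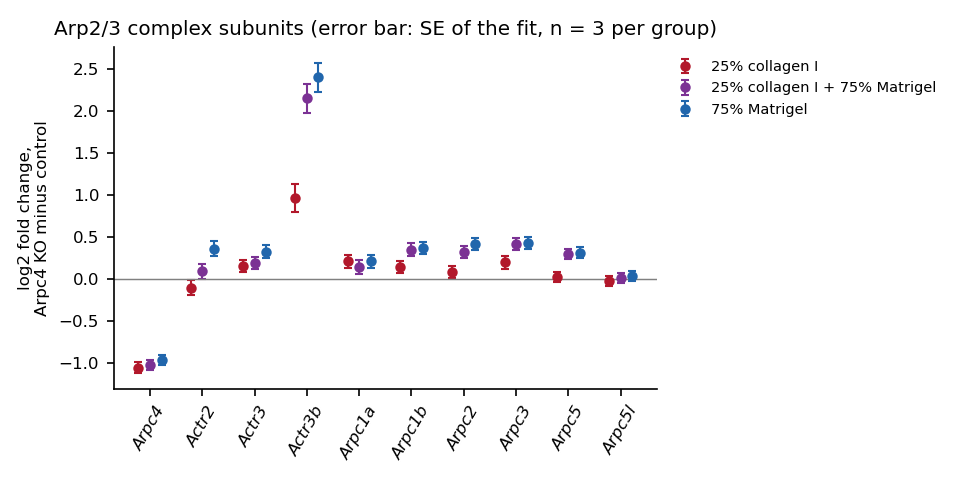
Log2 fold change (Arpc4 KO minus control, vertical axis) of the 10 measured Arp2/3 complex genes in each matrix, with points for the fitted value and bars for its standard error (n = 3 libraries per group). Arpc4 lies at −1.06, −1.03 and −0.96, and Actr3b at 0.96, 2.15 and 2.40.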

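Integrin genes encode the receptors that bind cells to collagen, laminin and fibronectin, and in Arpc4 KO cells 6, 7 and 5 of the 16 measured were lower in 25% collagen I, the mixture and 75% Matrigel, and 2 were higher in each. Itgb1 encodes the β1 chain shared by the collagen and laminin receptors. It went from 1602 ± 49.3 to 1043 ± 85.3 CPM (SD, n = 3 libraries) in 25% collagen I, from 1814 ± 45.7 to 1202 ± 24.2 CPM in 25% collagen I + 75% Matrigel, and from 1591 ± 50.5 to 1102 ± 116 CPM in 75% Matrigel. Its log2 fold changes were −0.62, −0.59 and −0.53 (SE 0.08 each; adjusted p = 3.5e-06, 4.9e-06 and 1.9e-05 from edgeR). The change in 25% collagen I minus that in 75% Matrigel was −0.09 (SE 0.11, adjusted p = 0.68), so a difference of the fall in Itgb1 between these matrices was not detected. Itgb1 (ENSMUSG00000025809.17) lies on chromosome 8 of GRCm39 from 129411876 to 129460618, where the median gene was itself at −0.23, −0.22 and −0.24. Less that median, the change in Itgb1 was −0.39, −0.38 and −0.29.
Itgb5, the β5 chain of a vitronectin receptor, fell (log2 fold change −0.87, −1.18 and −1.23, SE 0.09 each), from 78.4 to 42.9, from 95.8 to 42.4 and from 150 to 63.9 CPM. It lies on chromosome 16 from 33649988 to 33771137. Itgav, the αv chain that pairs with β1 and β5, lies on chromosome 2 from 83554403 to 83637260, where the median gene was at −0.23, −0.21 and −0.24. It fell (log2 fold change −0.69, −0.51 and −0.80, adjusted p = 0.0016, 0.015 and 0.00053), and its call in the mixture was lost without control replicate 3 or Arpc4 KO replicate 1. Itga1, the α1 chain of a collagen receptor, on chromosome 13 from 115089632 to 115238677, fell from 14.7 to 8.23 CPM in 75% Matrigel (log2 fold change −0.83, adjusted p = 0.0029). It was scarcer in 25% collagen I (2.43 against 1.48 CPM) and in the mixture (3.38 against 2.15 CPM), where its calls were lost when 1 of several libraries was left out. Itga2, a collagen receptor gene at 817, 699 and 844 CPM in control cells, did not fall. Its log2 fold changes were 0.06, 0.30 and −0.04 (adjusted p = 0.56, 0.006 and 0.71 from edgeR), a rise in the mixture.
Of the 27 integrin subunit genes, 16 were measured. In 25% collagen I, 6 were lower (Itga1, Itga3, Itgav, Itgb1, Itgb4 and Itgb5), 2 were higher and 8 did not pass the test. In 25% collagen I + 75% Matrigel, 7 were lower, 2 were higher and 7 did not pass, and 3 to 5 were lower when 1 of its 6 libraries was left out, with 3 without control replicate 3, 3 without Arpc4 KO replicate 1 and 4 without Arpc4 KO replicate 2. In 75% Matrigel, 5 were lower (Itga1, Itgav, Itgb1, Itgb2 and Itgb5), 2 were higher and 9 did not pass. Adjusted over the list alone, 6, 7 and 8 were lower and 2 were higher in each matrix. Itgb3, which pairs with αv, rose by 0.31, 0.76 and 0.53. Itgb6, at or below 1.1 CPM in each group, rose in 25% collagen I (1.49, adjusted p = 0.036) and fell in the mixture (−1.38, adjusted p = 0.0495), calls that were lost when 1 of several libraries of 25% collagen I, or any 1 of the 6 libraries of the mixture, was left out. Of 5 measured collagen receptor genes, 2, 2 and 3 were lower, and of 7 laminin receptor genes, 5, 4 and 2 (adjusted over the list alone, 2, 3 and 3 and 5, 4 and 2). By fry, the integrin genes moved down on balance (adjusted p = 1.3e-04, 3.2e-04 and 1.5e-05). Camera, which compares the list with all other genes, gave adjusted p = 0.17, 0.22 and 0.11. At the threshold on the fold, 0, 1 and 2 integrin genes were among those called lower (Fisher's exact test, adjusted p = 1, 0.87 and 0.48). The list holds integrin subunits alone, because the members of the Elsevier term were not available.

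**Figure D3:**
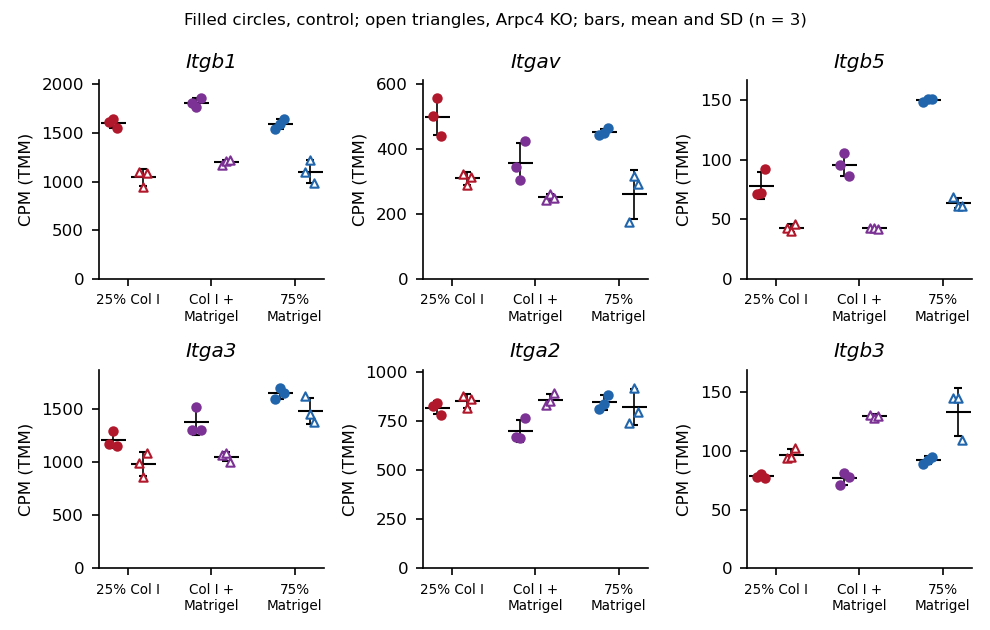
CPM scaled by TMM (vertical axis) of 6 integrin genes in each library of the 3 matrices, with filled circles for control, open triangles for Arpc4 KO, and lines and bars for the mean and SD of 3 libraries. Itgb1 lies at a mean of 1602 CPM in control and 1043 CPM in Arpc4 KO cells in 25% collagen I, and at 1591 and 1102 CPM in 75% Matrigel.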

Pathway analysis of downregulated genes identified “Integrins in Cancer Cell Motility, Invasion and Survival” as the top enriched term in 25% collagen I and 25% collagen I + 75% Matrigel®, but not in 75% Matrigel® (Figure 2F). These data suggest that collagen I promotes an integrin‐dependent PDAC motility program associated with tubular morphology and invasive fronts.

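Beside the integrins, genes for the matrix itself and for enzymes that cut or crosslink it fell in Arpc4 KO cells. Of 16 measured interstitial matrix genes, 9 were lower and 2 higher in 25% collagen I, 11 and 2 in 25% collagen I + 75% Matrigel, and 12 and 1 in 75% Matrigel. Adjusted over the list alone, the numbers were 9 and 2, 11 and 3, and 12 and 1. Sparc, a collagen-binding glycoprotein, fell at log2 fold changes of −2.08, −3.18 and −3.99 (SE 0.16, 0.17 and 0.17), and Col12a1, a collagen of fibril surfaces, at −2.81, −3.15 and −5.56. Fibronectin (Fn1) fell (log2 fold change −0.39, −0.43 and −0.60), while tenascin C (Tnc) rose by 0.90, 1.11 and 0.44. Camera gave adjusted p = 0.0023, 4.9e-06 and 2.2e-13 for this list, and adjusted p = 0.59, 0.068 and 0.0029 with an estimated correlation. Of 32 measured proteases and crosslinkers, 18, 18 and 21 were lower and 3, 6 and 3 higher (18, 21 and 23 lower and 4, 6 and 3 higher, adjusted over the list alone). The gelatinase Mmp9 fell (log2 fold change −2.27, −1.59 and −4.24) and the collagen crosslinker Loxl2 (−1.49, −1.30 and −1.65), while the collagenase Mmp13 rose by 3.41, 2.29 and 1.44. The camera p of this list was 0.0021, 3.9e-04 and 4.4e-07, and adjusted p = 0.59, 0.28 and 0.074 with an estimated correlation.
Lists tied to the actin cytoskeleton also held genes that moved. Over all features tested, 42.7, 36.2 and 36.4% passed an adjusted p under 0.05 in 25% collagen I, the mixture and 75% Matrigel. Counts of list members are to be read against these shares. Of 20 YAP/TAZ targets, 9, 11 and 11 were lower and 6, 2 and 1 higher, with the same numbers adjusted over the list alone. Ccn1 fell (log2 fold change −1.23, −3.08 and −1.96), and Ankrd1 rose by 1.00 in 25% collagen I and fell by 0.60 in the mixture. Camera passed for this list in the mixture (adjusted p = 1.5e-04) and 75% Matrigel (adjusted p = 0.0022), and gave adjusted p = 0.28 and 0.29 with an estimated correlation. Of 14 SRF/MRTF targets, 6, 7 and 5 were lower and 2, 1 and 0 higher (7, 8 and 6 lower, adjusted over the list alone), and the 5 in 75% Matrigel were 3 without its control replicate 2 or 3 or Arpc4 KO replicate 3 and 3 with DESeq2 size factors, with 6 of 14 alternatives within 1.5 times. Of 21 actomyosin genes, 8, 6 and 9 were lower and 5, 3 and 3 higher (8, 7 and 9 lower, adjusted over the list alone), and the 5 higher in 25% collagen I were 3 without its control replicate 1 or 2 or Arpc4 KO replicate 1, and the 6 lower in the mixture were 11 with its 6 libraries alone. Cald1, an actin-binding regulator of myosin, fell (log2 fold change −1.95, −4.00 and −4.51), and Tpm2, a tropomyosin, with −2.13, −2.55 and −2.66. Of 35 focal adhesion genes, 8, 8 and 9 were lower and 10, 12 and 9 higher (9, 9 and 10 and 10, 12 and 10, adjusted over the list alone). The 8 lower in the mixture were 4 without its control replicate 2, and the 9 higher in 75% Matrigel were 14 without its Arpc4 KO replicate 3.
In control cells, integrin genes were lower, on balance of the calls, in 25% collagen I than in 75% Matrigel, with 7 lower and 3 higher of 16. They were 8 and 2 in the mixture against 75% Matrigel, with the same numbers adjusted over the list alone. Over all 14254 features, 4413 were lower and 3725 higher in the first comparison, and 3432 and 2926 in the second. Calls thus leaned lower over all features too, and the integrin counts alone do not set these genes apart. The 7 were 4 without control replicate 3 of 75% Matrigel and 3 with the share of reads mapped to exons as a covariate, and the 8 were 5 without that library, without control replicate 1 of the mixture or with the covariate. Itga1 was lower in 25% collagen I by a log2 fold change of −2.59 and Itgb5 by −0.94, while Itgb1 was at 0.01 (SE 0.08, adjusted p = 0.92) and was higher in the mixture than in 75% Matrigel by 0.19 (adjusted p = 0.048). Fold changes between these matrices in control cells followed the GC content of the transcripts, with a Spearman rho across genes of −0.468 for 25% collagen I against 75% Matrigel. A smooth fit on GC content and length brought the median of the 11 integrin genes with an average log2 CPM above 2 from −0.30 to −0.10 in that comparison. The share of reads mapped to exons in Table S1 was 81.74 to 83.23% in control cells in 25% collagen I and 85.48 to 85.66% in 75% Matrigel. The paper draws on the shapes of these cultures and on a pathway term that ranked first with collagen I and not in 75% Matrigel. From these it proposes that collagen I promotes a motility program that depends on integrins and goes with tubular morphology and invasive fronts. It also reports that an antibody blocking β1 integrin slowed migration on collagen I but not on Matrigel or laminin. In floating collagen I gels, the same antibody disrupted branched tubular structures in the paper. The paper further reports less β1 integrin protein in Arpc4 KO cells and a β1 integrin term among the top terms of genes lower in 2D culture.

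**Figure D4:**
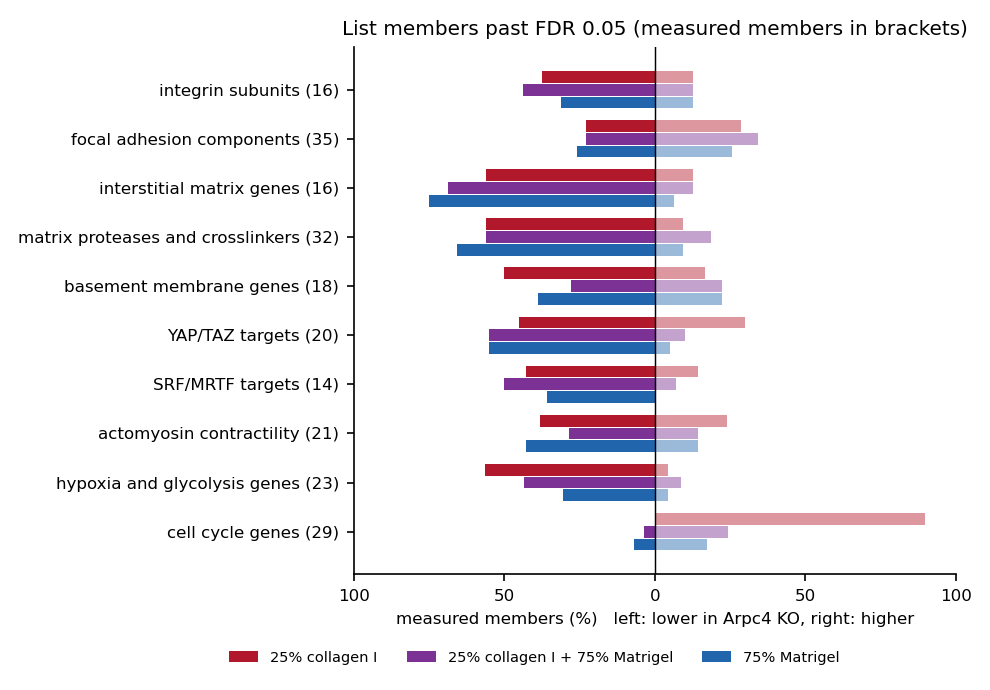
Percent of the measured members of 10 gene lists (horizontal axis) past an adjusted p of 0.05 in Arpc4 KO against control cells in each matrix, with lower members drawn to the left and higher members to the right. Interstitial matrix genes extend to the left in each matrix, with 9, 11 and 12 of 16 lower.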

### 3.3 β1 integrin signaling facilitates Arp2/3‐dependent migration and morphological adaptation in collagen I matrix

To explore the intrinsic role of the Arp2/3 complex in cell migration within PDAC, we grew the two murine PDAC cell lines, 8025 and R254, in 2D on plastic substrate, followed by RNAseq to compare *Arpc4* ^*KO*^ and control cells across. This analysis revealed 379 and 328 genes significantly downregulated in *Arpc4* ^*KO*^ cells in the 8025 and R254 lines, respectively. Functional annotation of these genes emphasized the importance of “β1 integrin cell surface interactions” and “ECM‐receptor interactions” as the top enriched pathways in both cell lines (Figure 3A). Western blot analysis supported these findings, showing reduced β1 integrin protein levels in *Arpc4* ^*KO*^ cells compared to controls. Additionally, levels of phosphorylated Myosin Light Chain 2 (Ser19, p‐MLC2) were also decreased, indicating a reduction in biomechanical force generation essential for effective migration (Figure 3B). To directly assess the impact of β1 integrin signaling on cell migration, we conducted migration assays on collagen I‐coated plates using either a control IgG or a β1 integrin‐blocking antibody. The results demonstrated that PDAC cells treated with the β1 integrin‐blocking antibody showed significantly reduced migration speeds and more restricted migration trajectories on collagen I compared to those treated with control antibodies (Figure 3C); however, no such effect was observed on Matrigel® or Laminin matrices (Figure S3). Finally, we embedded single PDAC cells in floating 3D collagen‐I gels and tracked morphology for 7 days in the presence of either a control IgG or a β1‐integrin‐blocking antibody. Inhibition of β1‐integrin disrupted the formation of branched tubular structures relative to control, phenocopying loss of Arp2/3 function (Figure 3D). These results indicate that β1‐integrin signaling also supports Arp2/3‐dependent branched tubular morphogenesis in collagen I matrix.

**FIGURE 3:**
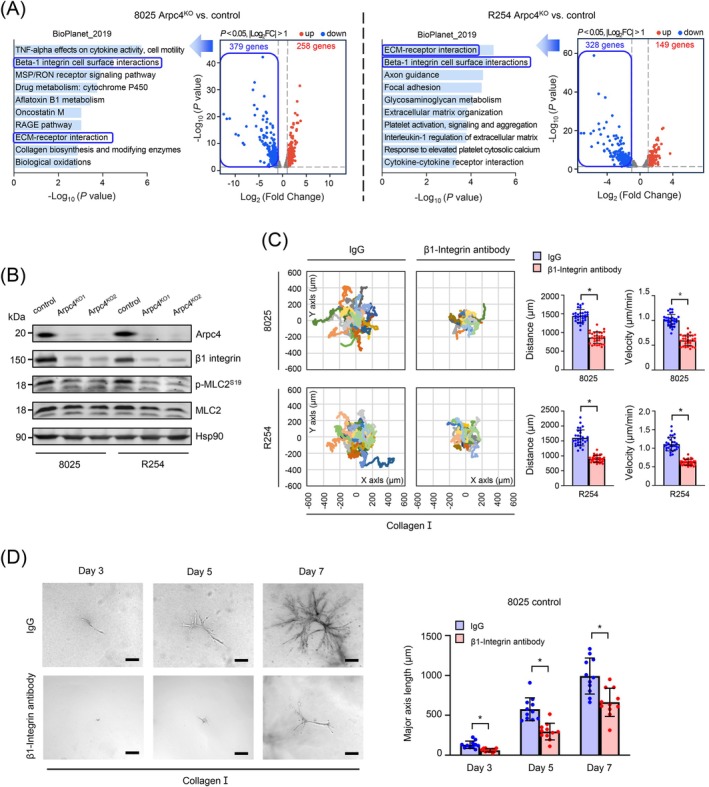
β1 integrin signaling facilitates Arp2/3‐dependent migration on type I collagen. (A) Volcano plot of RNAseq results comparing Arpc4^KO^ versus control in 8025 and R254 cells. Functional annotation of downregulated genes (8025 cells, *n* = 379; R254 cells, *n* = 328) after Arpc4 knock‐out in murine PDAC cells. Top 10 annotations are shown. Reference genome: GRCm39. (B) Western blot shows expression levels of Arpc4, β1 integrin and p‐MLC2 in control and Arpc4^KO^ cells, Hsp90 as a loading control. (C) Panels depict single‐cell trajectories on plates coated with type I collagen with treatment of 100 μg/mL IgG or β1‐Integrin antibody. Quantitative analysis for migrated distance and velocity of cells in each group. (D) Representative phase‐contrast pictures show the morphology of control 8025 cells in type I collagen (left, scale bars: 200 μm) with treatment of 100 μg/mL IgG or β1‐Integrin antibody at various time points. Quantitative analysis of size for the structures formed by PDAC cells (right). *p*‐values for β1‐Integrin antibody vs. IgG are 0.0002 (Day 3), <0.0001 (Day 5), and 0.011 (Day 7).

### 3.4 Increased ARP2/3 complex expression correlates with poor prognosis and basal‐like subtype in PDAC

In our clinical translation study, we utilized a Gene Set Variation Analysis (GSVA) to develop a scoring system for each ARP2/3 complex transcript based on expression levels from the TCGA dataset (*n* = 177).^25^ Our analysis revealed that PDAC patients with high‐risk ARP2/3 complex scores demonstrated shorter overall survival compared to those with low‐risk scores (Figure 4A). We then explored whether the ARP2/3 complex signature was particularly enriched in any preexisting molecular subtypes of PDAC. Using established molecular classifiers, we correlated the ARP2/3 complex risk scores with molecular subtypes. According to Moffitt's classification,^26^ the risk score of the ARP2/3 complex was significantly associated with the basal‐like subtype, but not with the classical subtype (Figure 4B). Furthermore, leveraging single‐cell RNA sequencing (scRNAseq) data from human PDAC samples,^27^ we conducted quality control and copy number variation (CNV) correction before identifying three clusters with representative marker expressions for basal‐like, classical, and intermediate states (*n* = 4020 cells).^28^ Significantly higher expression levels of ARP2/3 complex subunits were observed in the basal‐like cluster compared to the classical and intermediate states (Figure 4C).

**FIGURE 4:**
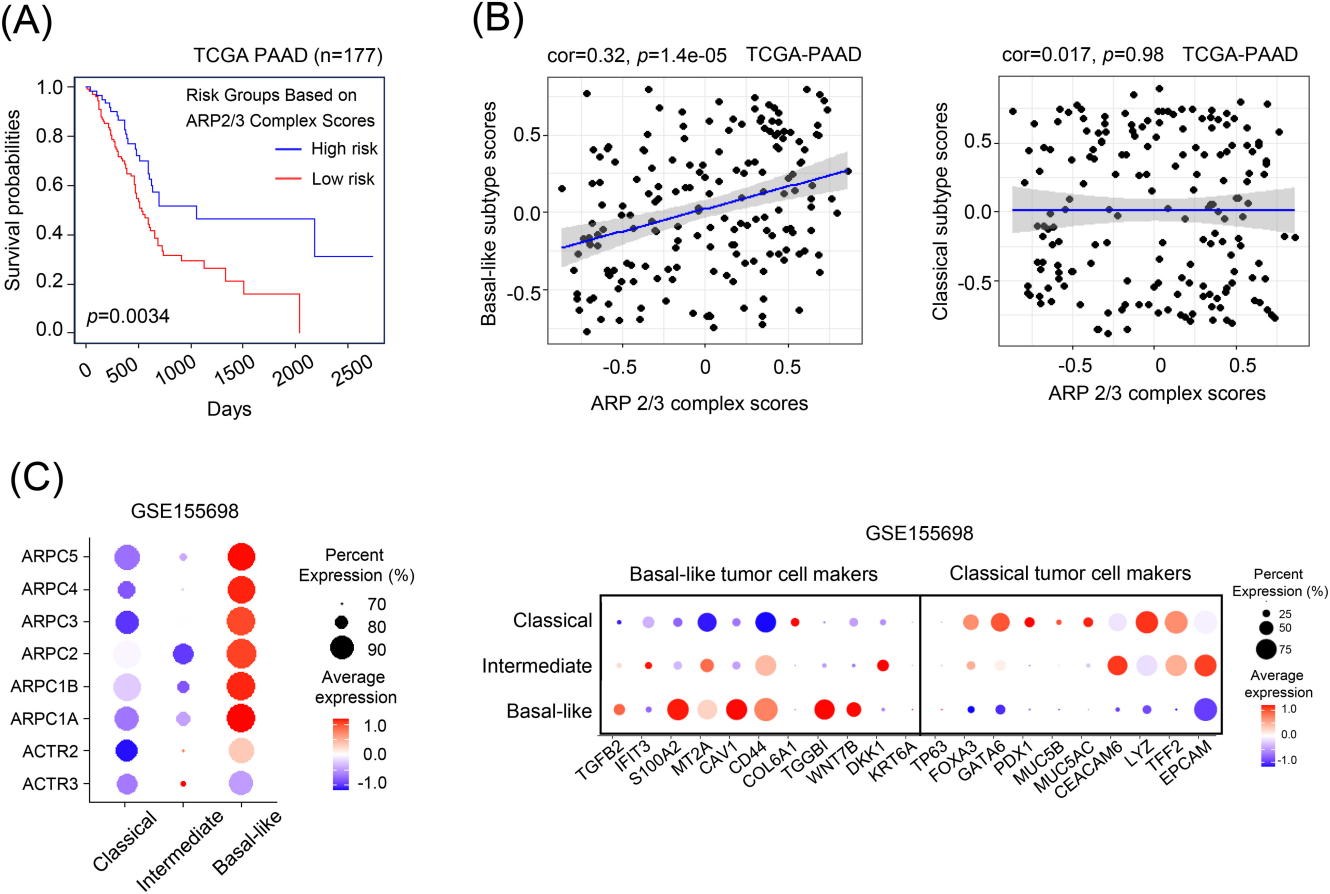
Increased expression of ARP2/3 signatures correlates with poor prognosis and basal‐like subtype in PDAC. (A) Kaplan–Meier survival curve for PDAC patients of TCGA datasets‐“TCGA Pancreatic Adenocarcinoma” (TCGA‐PAAD) project, with high‐ and low risk‐GSVA‐based scores for ARP2/3 complex signature (N^high‐risk^ = 115 vs. N^low‐risk^ = 62; median survival: 470 vs. 627 days, log‐rank test: *p* < 0.01). (B) Pearson correlation analysis between basal‐like subtype‐specific or classical type‐specific scores and ARP2/3 complex expression. (C) Dot plot demonstrates the expression of ARP2/3 complex subunits and representative markers in classical, basal‐like and intermediate state of PDAC cell from human PDACs samples (GSE155698).

## 4 DISCUSSION

Our findings establish the Arp2/3 complex as a pivotal cellular mechanism enabling PDAC cells to navigate through stiff collagen I matrices, overcoming their potential tumor‐restraining mechanical properties. This function is characterized by significant morphological adaptations, including altered migration trajectories and the formation of an invasive front within mixed ECM environments. Additionally, we identified β1‐integrin as a crucial downstream mediator, facilitating ECM‐dependent migration and structural adaptations.

Our data are in line with previous studies that underscored the role of the Arp2/3 complex in enhancing PDAC migration and progression. For example, high ARP3 expression was associated with poor survival in PDAC patients, and its inhibition disrupted the migration capabilities of human PDAC cell lines.^29^ Likewise, ARPIN, an endogenous Arp2/3 complex inhibitor, was shown to be markedly reduced in liver metastases compared to primary tumors.^30^

We have expanded the already known knowledge by leveraging bioinformatics tools and recent omics datasets. By this way we demonstrated that elevated expression of the seven Arp2/3 complex subunits correlates with poor prognosis, particularly in the basal‐like subtype of PDAC. Correspondingly, recent data demonstrated that organoids with branched structures embedded in collagen gels more accurately reflect the phenotypic heterogeneity observed in human PDACs.^31^ It is conceivable that differences in the migration capacities of PDAC subclones within collagen I contribute to this heterogeneity. Our study augments these insights by providing functional evidence of the critical role of the Arp2/3 complex in developing these branched structures.

Notably, integrin pathways and the Arp2/3 complex frequently collaborate with the Arp2/3 complex in various biological contexts. For instance, while the Arp2/3 complex is not universally necessary for phagocytosis or chemotaxis in macrophages, it is vital for integrin‐based adhesion during motility on fibronectin‐coated substrates.^32^ During embryonic development, integrins form adhesive belts around Arp2/3 complex‐dependent actin protrusions, creating invadosome‐like structures.^33^ Consistent with these findings, we noted a significant reduction in β1‐integrin protein levels in Arpc4^KO^ PDAC cells, without a corresponding decrease in mRNA expression. This suggests that the Arp2/3 complex‐mediated actin network might regulate β1‐integrin endocytosis, trafficking, and recycling, as noted in prior studies.^34^, ^35^ Additionally, our observations indicate that Arp2/3 complex inactivation notably impairs PDAC migration on collagen I and IV, laminin, and fibronectin matrices, where PDAC cells depend on β1‐integrin for ECM interaction.^36^, ^37^ Further high‐quality biochemical studies are required to elucidate the precise molecular mechanisms of this interaction.

In conclusion, our study underscores the essential role of the Arp2/3 complex and β1‐integrin in the migration and morphological dynamics of PDAC cells within challenging ECM environments. We have demonstrated how the interplay between these molecules facilitates cell movement through mechanically restraining collagen matrices and supports invasive growth patterns, highlighting their significance in cancer progression and metastasis. These findings not only contribute to our understanding of the molecular mechanisms driving PDAC but also suggest potential therapeutic targets for disrupting tumor spread, particularly in aggressive basal‐like subtypes. Future studies are warranted to further dissect the detailed interactions between the Arp2/3 complex and integrin‐mediated pathways, potentially paving the way for the development of targeted treatments that could impair cancer cell migration and invasion, ultimately improving patient outcomes in pancreatic cancer.

## AUTHOR CONTRIBUTIONS

**Xiufen Yang:** Investigation. **Yina Qiao:** Investigation; writing – original draft. **Yifeng Sun:** Investigation. **Tamer Abdelaal:** Investigation. **Kathleen Schuck:** Investigation. **Hend Abdelrasoul:** Investigation. **Carolina De La Torre:** Investigation. **Malte Hermes:** Investigation. **Yan Dong:** Investigation. **Jingxiong Hu:** Investigation. **Chao Fang:** Investigation. **Xiaoyan Huang:** Investigation. **Christoph Kahlert:** Writing – review and editing. **Ingrid Herr:** Writing – original draft; writing – review and editing. **Christoph W. Michalski:** Writing – review and editing. **Bo Kong:** Conceptualization; methodology; validation; formal analysis; supervision; funding acquisition; project administration; writing – original draft.

## FUNDING INFORMATION

This study was supported by the Hans Beger Stiftung (No. 17‐02‐2022 to B.K.) and by the Wilhelm Sander‐Stiftung (No. 2022.135.1 to B.K.).

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## ETHICS STATEMENT

The procurement of organs from deceased mice for the isolation of macrophages and pancreatic stellate cells received approval from the institution.

## Supporting information

**Table S1.** Provided as a separate Excel file.

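Table S1 lists, for each RNAseq library, the kit, the read length, the reads sequenced, the reads mapped to a single place, the RNA integrity number and the shares of mapped reads in rRNA and exons. For the 18 libraries of cells in matrices, the paper's table gives 24558194 to 48256791 reads of 150 bp. The total count of a library exceeded the reads listed for it in 9 of the 18 libraries, so counts are given here relative to the total of the count table. Table S1 was matched to the libraries by name, and the match was tested on 2 relations over the 18 libraries, with values taken less their group mean and a two-sided exact permutation test over the 46656 orders within groups. The totals ran against the reads listed, with Pearson r = −0.80 (p = 0.010, adjusted p = 0.020) and Spearman rho = −0.74 (p = 0.014, adjusted p = 0.028), and r = −0.68 without the 2 libraries farthest from the median of the reads. The exon share ran against the share of counts at loci without a gene symbol, with r = −0.98 (p = 0.036, adjusted p = 0.036) and rho = −0.68 (p = 0.062, adjusted p = 0.062), and r = −0.93 without the 2 libraries farthest from the median of the exon share. The reads listed therefore leave the match in doubt, and values that use the exon share hold only if the names in Table S1 are right. The paper's table gives the exon share of Arpc4 KO cells as 80.71 to 84.4% in 25% collagen I, 84.89 to 85.06% in 25% collagen I + 75% Matrigel and 86.02 to 86.19% in 75% Matrigel. The share of counts at the loci without a gene symbol was 3.70 to 5.88%, 3.36 to 3.46% and 2.63 to 2.80% in the same groups.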

**Figure S1.** Arp2/3 inactivation impairs migration of PDAC cells on mixed ECM. (A) Panels depict single‐cell trajectories of control and Aprc4KO 8025 cells on plates coated with 25% type I collagen + 75% Matrigel. Thirty randomly selected cell trajectories are shown for each group. (B) Migrated distance (left) and velocity (right) of 8025 cells on plates coated with 25% type I collagen + 75% Matrigel are shown in the charts. *p < 0.0001, unpaired *t*‐test.
**Figure S2.** RNA‐seq Volcano plot of PDAC cells in different matrices. Volcano plot of downregulated genes after Arpc4 knock‐out of RNA‐seq results comparing Arpc4KO versus control of 8025 cells in (A) 25% type I collagen, (B) 25% type I collagen + 75% Matrigel, and (C) 75% Matrigel.
**Figure S3.** Migration of PDAC cells with/without treatment of β1‐Integrin antibody on other matrices. Panels depict single‐cell trajectories of control 8025 cells on plates coated with (A) Matrigel or (B) Laminin with treatment of 100 μg/mL IgG or β1‐Integrin antibody. Quantitative analysis for migrated distance and velocity of cells in each group.

## Data Availability

Data sources and handling of the publicly available datasets used in this study are described in section 2. The sequencing data have been deposited at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE284423 and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE305670. Other data that support the findings of this study are available from the corresponding author upon request.

# Supplementary material for: Arp2/3 complex and β1 integrin drive an invasive front through extracellular matrix adaptation in pancreatic cancer
**Source:** Int J Cancer. 2026 Mar 7;158(11):3038–50. doi: 10.1002/ijc.70376
**Supplement:** Supplementary file 2 — Figure S1. Arp2/3 inactivation impairs migration of PDAC cells on mixed ECM. (A) Panels depict single‐cell trajectories of control and Aprc4KO 8025 cells on plates coated with 25% type I collagen + 75% Matrigel. Thirty randomly selected cell trajectories are shown for each group. (B) Migrated distance (left) and velocity (right) of 8025 cells on plates coated with 25% type I collagen + 75% Matrigel are shown in the charts. *p < 0.0001, unpaired t‐test. Figure S2. RNA‐seq Volcano plot of PDAC cells in different matrices. Volcano plot of downregulated genes after Arpc4 knock‐out of RNA‐seq results comparing Arpc4KO versus control of 8025 cells in (A) 25% type I collagen, (B) 25% type I collagen + 75% Matrigel, and (C) 75% Matrigel. Figure S3. Migration of PDAC cells with/without treatment of β1‐Integrin antibody on other matrices. Panels depict single‐cell trajectories of control 8025 cells on plates coated with (A) Matrigel or (B) Laminin with treatment of 100 μg/mL IgG or β1‐Integrin antibody. Quantitative analysis for migrated distance and velocity of cells in each group.

Supplementary Materials for

Arp2/3 complex and β 1 integrin drive an invasive front through extracellular matrix adaptation in pancreatic cancer

Xiufen Yang, Yina Qiao, Yifeng Sun, Tamer Abdelaal, Kathleen Schuck, Hend Abdelrasoul, Carolina De La Torre, Malte Hermes, Yan Dong, Jingxiong Hu, Chao Fang, Xiaoyan Huang, Christoph Kahlert, Ingrid Herr, Christoph W. Michalski and Bo Kong

This PDF file includes:

Figs. S1 to S3 with legends

Supplementary Table S1 is provided as a separate Excel file

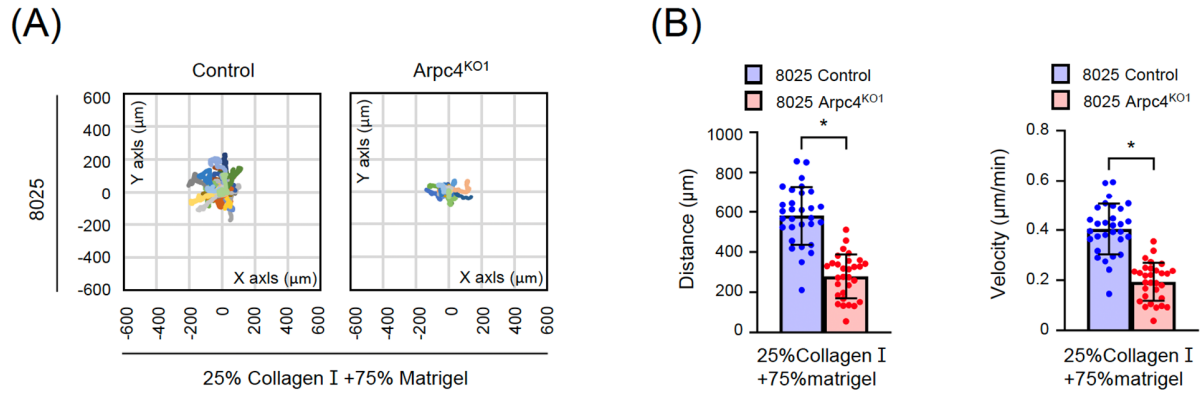

Fig. S1 Arp2/3 inactivation impairs migration of PDAC cells on mixed ECM. (A) Panels depict single-cell trajectories of control and Arpc4^{KO} 8025 cells on plates coated with 25% type I collagen + 75% Matrigel. Thirty randomly selected cell trajectories are shown for each group. (B) Migrated distance (left) and velocity (right) of 8025 cells on plates coated with 25% type I collagen + 75% Matrigel are shown in the charts. *p < 0.0001, unpaired t-test.

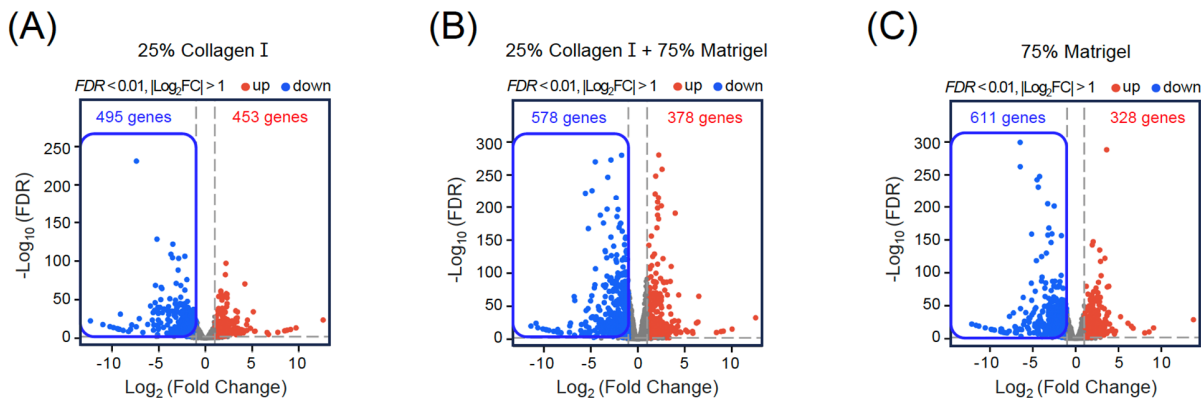

Fig. S2 RNA-seq Volcano plot of PDAC cells in different matrices. Volcano plot of downregulated genes after Arpc4 knock-out of RNA-seq results comparing Arpc4^{KO} versus control of 8025 cells in (A) 25% type I collagen, (B) 25% type I collagen + 75% Matrigel, and (C) 75% Matrigel.

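Genes that rose in Arpc4 KO cells lie on the right of each volcano plot. Recomputed here from the counts with edgeR, they numbered 623 in 25% collagen I, 482 in 25% collagen I + 75% Matrigel and 463 in 75% Matrigel. Of these, 472, 375 and 356 carry a gene symbol, and 263 features rose in all 3 matrices. Trpa1, a cation channel of irritant sensing, rose by 4.04, 3.99 and 3.69 on the log2 scale. Mab21l4 rose by 3.44, 2.69 and 2.77 (SE 0.24, 0.23 and 0.23), from 3.45 ± 1.93, 4.26 ± 0.60 and 4.05 ± 0.52 CPM (SD, n = 3 libraries) in control cells. Lilr4b, a leukocyte receptor, rose by 2.33, 2.59 and 3.61, Kcnab1, a potassium channel subunit, by 2.28, 2.23 and 2.96, and Il1rn, the secreted antagonist of the interleukin 1 receptor, by 2.33, 2.42 and 1.89. Erbb3, a receptor tyrosine kinase, rose by 2.13, 3.56 and 1.56. Without a threshold on the fold, 2918, 2575 and 2779 features were lower and 3162, 2585 and 2403 were higher at an adjusted p under 0.05. Features higher in both of a pair of matrices numbered 336 for 25% collagen I and the mixture, 307 for 25% collagen I and 75% Matrigel, and 327 for the mixture and 75% Matrigel, where 21.1, 20.2 and 15.7 were expected from the sizes of the sets. Features called in opposite directions numbered 2, 2 and 0 in the same pairs.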

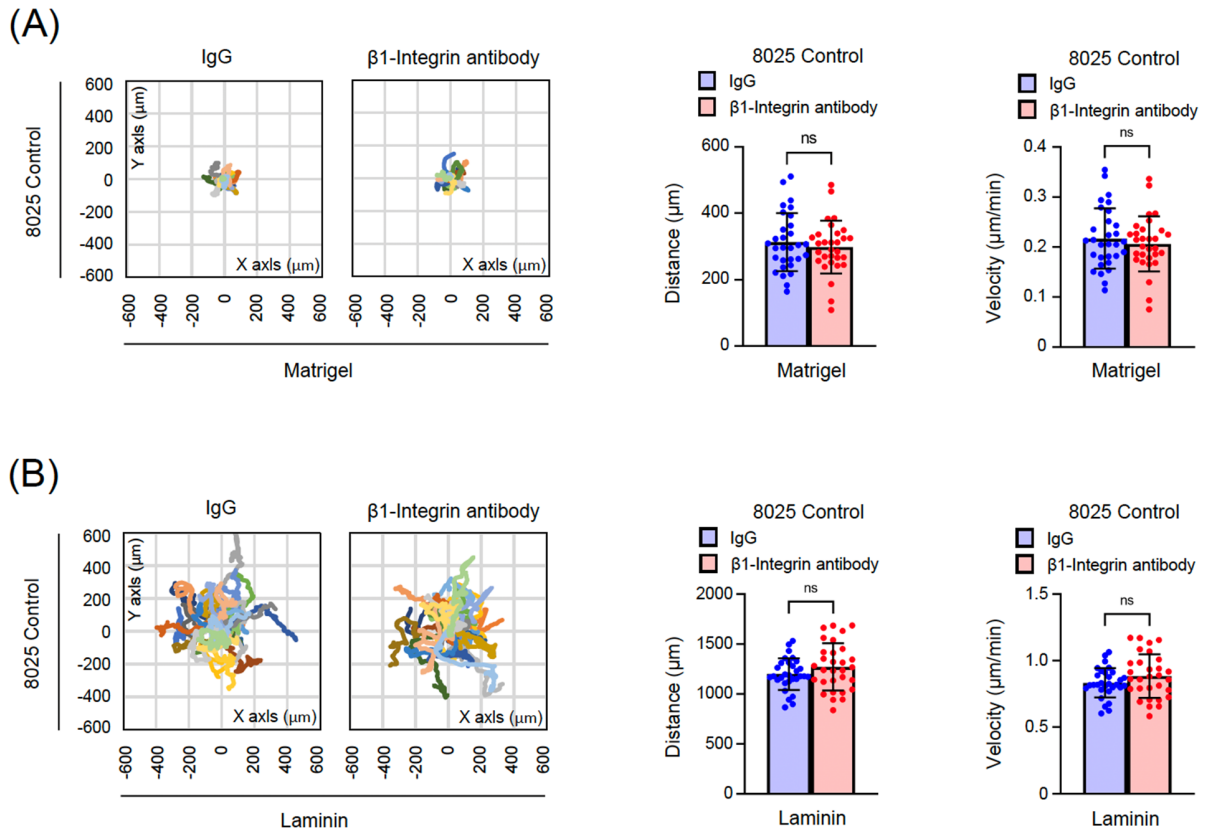

Fig. S3 Migration of PDAC cells with/without treatment of β 1-Integrin antibody on other matrices. Panels depict single-cell trajectories of control 8025 cells on plates coated with (A) Matrigel or (B) Laminin with treatment of 100 μ g/ml IgG or β 1-Integrin antibody. Quantitative analysis for migrated distance and velocity of cells in each group.

How the deposited data were processed for this re-analysis (not part of the article)

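RNA was measured in control and Arpc4 KO cells of 1 murine PDAC line after 5 days in 25% collagen I, in 75% Matrigel or in the mixture of both, with 3 libraries in each of the 6 groups. The authors aligned the reads with HISAT2 and assembled transcripts with StringTie on GRCm39, without versions or a counting step stated in the sample labels. The deposited count table holds raw read counts per feature, and the deposited FPKM table holds FPKM, fragments scaled by the authors to gene length and to the depth of the library. Among counts from 1 to 20, 57.2 to 60.5% were even, as both mates of a pair may have been counted, so a count can stand for less than 1 fragment. The FPKM values were used to check that the columns of both tables correspond, and each of the 18 FPKM columns was closest to its own count column over 12286 features. Table S1 gives a read length of 150 and, for each library, the reads sequenced and the exon share.

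Of 25870 features, 5223 had no count in any library. The counts were analysed in R 4.3.3 with edgeR 4.0.16, which scaled them by TMM and kept the 14254 features that pass filterByExpr for the 6 groups (12815 with a symbol and 1439 assembled loci). All 18 libraries were fitted with the quasi-likelihood method, 1 term per group and 12 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method. The common biological coefficient of variation was 0.114. The comparisons were Arpc4 KO against control in each matrix, the difference of that effect between each pair of matrices, and each pair of matrices in control cells. Genes were called at an adjusted p under 0.01 and an absolute log2 fold change above 1, and differences between matrices and members of lists at an adjusted p under 0.05. Total counts were 32579427 to 43219022, the highest 1.33 times the lowest, and the most abundant feature held 1.43 to 3.33% of them. CPM are given on TMM-scaled library sizes as mean and SD of 3 libraries. Gene positions are those of GENCODE vM39 on GRCm39, which holds 12422 of the tested symbols.

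The comparisons, their tests, 27 gene lists of 528 symbols and the rule for named genes were fixed before the data were examined. The lists are Arp2/3 complex subunits, Arp2/3 activators and regulators, formins and other actin nucleators, integrin subunits, collagen receptors, laminin receptors, focal adhesion components, actomyosin contractility, basement membrane genes, interstitial matrix genes, matrix proteases and crosslinkers, YAP/TAZ targets, SRF/MRTF targets, mesenchymal markers, epithelial markers, basal-like PDAC genes, classical PDAC genes, cell cycle genes, hypoxia and glycolysis genes, interferon response genes, inflammatory cytokines and mediators, NRF2 targets, cholesterol synthesis genes, and markers of fibroblasts and stellate cells, macrophages and leukocytes, endothelial cells and acinar cells. Lists were tested with camera, at a preset correlation of 0.01 and at an estimated one, and with fry in limma 3.58.1, and with Fisher's exact test among the genes called lower. Named genes were every gene the paper names, and for Arpc4 KO in each matrix, and for the mean over the matrices, the 8 largest falls and 8 largest rises among called genes with an average log2 CPM of at least 3, no overlap between the libraries of both groups and a symbol that is not a predicted model. They also were the 6 genes with the smallest p of each difference between matrices, the 6 largest falls and 6 largest rises of each pair of matrices in control cells, up to 4 members of each list with the largest change, each Arp2/3, integrin, collagen receptor and laminin receptor gene, and the genes within 250 kb of Arpc4. Outside that rule, Slc7a2 and the list members Loxl2, Ccnb1, Cdh1 and Vim were chosen after their values were seen.

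The fit was tested on simulated data with known changes of 1 and 2 on the log2 scale. It recovered 95% and 100% of them in 25% collagen I and 90% and 100% in 75% Matrigel, with 4.65% and 8.65% of the calls false, and 75% and 100% of the differences between these matrices, with 6.42% false. The simulation changed few genes, as many up as down, with the same spread in all groups. Calls were scored at an adjusted p under 0.05 without a threshold on the fold. In the real data 36.2 to 42.7% of features passed that p in Arpc4 KO cells, so these shares do not carry over to the called genes. Alternatives tried were DESeq2 1.42.0 size factors, no filter on low counts, DESeq2 on the 18 libraries, a fit of each matrix alone with edgeR or DESeq2, other thresholds, replicate number as a block, and leaving out each library in turn. Further alternatives, added after the data were seen, were leaving out the assembled loci, leaving out a pair of collagen I libraries, the exon share as a covariate, a fit of the 12 libraries of a pair of matrices, and DESeq2 with an unadjusted p. GC content and length of the transcripts were taken from the reference annotation, and a smooth fit of the fold change on both was subtracted where stated. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The pathway term of Fig. 2F was not tested, because its members were not available, and RNAseq of cells in 2D was left out, because its samples are not among the deposited libraries used here.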

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

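The tests of random placement, of windows of neighbouring genes, of copy number after correction for GC content, and of integrins less their chromosome's median were chosen after the result was seen.

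Cell cycle genes rose with Arpc4 KO in 25% collagen I more than in the other matrices, as a test of the difference between matrices showed. Of 29 genes, 18 had a higher effect in 25% collagen I than in 75% Matrigel (23 adjusted over the list alone, 15 with the 12 libraries of both matrices alone), with Mki67 at 0.95 (adjusted p = 0.0010) and Ccnb1 at 0.91 (adjusted p = 0.0016). Against the mixture 16 did (23 adjusted over the list alone, 11 of 20 alternatives within 1.5 times), and these were 9 or 10 without control replicate 1 or Arpc4 KO replicate 1 of 25% collagen I or without control replicate 1 or 2 or Arpc4 KO replicate 1 or 2 of the mixture, and 25 without control replicate 3 of 25% collagen I. Against 75% Matrigel, a single library left at least 18 genes when taken out, up to 24 without control replicate 3 in 25% collagen I, the exon share of Table S1, matched by library name, as a covariate left 18, a fit on GC content and length left 0.957 of the median difference, and size factors left 18 but moved the median of all genes by −0.04, too little to test scaling. Camera gave adjusted p = 1.5e-24 and adjusted p = 0.11 with an estimated correlation, and scaling, a difference between clones and an effect of Arpc4 KO on proliferation that depends on the matrix stay open. In control cells, most of these genes were lower in 25% collagen I than in 75% Matrigel (see other observations). The difference of effect therefore includes a low level in control cells. The paper reports impaired proliferation of Arpc4 KO cells, from a viability assay in well plates, which runs the other way.

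Genes of whole chromosomes shifted together in Arpc4 KO cells, most on chromosomes 2, 8, 12 and 19, in data on gene position that the paper does not report. In 75% Matrigel the median log2 fold change was −0.24 on chromosome 2, −0.24 on chromosome 8, 0.26 on chromosome 12 and 0.30 on chromosome 19, over 9908 genes on all chromosomes, and the smallest correlation of the chromosome medians between matrices was 0.972. Other chromosomes had smaller medians in 75% Matrigel, with −0.20 on chromosome 15, 0.17 on chromosome 5 and 0.17 on chromosome 16. Their signs were the same in all 3 matrices. Random placement of the genes gave a median as large in a share of 1e-04, the smallest that 10000 placements can give, and on chromosomes 2, 8, 12 and 19 a fit on GC content and length left at least 0.904 of each median and 100% of the windows of about 40 neighbouring genes lay on the side of their chromosome. On chromosome 6, which carries Arpc4, the windows from 117838865 on had medians of 0.22, 0.28 and 0.47 over the mean of the 3 matrices, and the windows before them −0.04 to 0.15. A difference in gene copy number between Arpc4 KO and control cells is a candidate explanation, but its planned bound was not met, since the largest median between matrices in control cells was 0.837 of that in Arpc4 KO (after the fit on GC content, which took the largest control median from 0.247 to 0.0763, the ratio was 0.267, under the bound), and RNA does not measure copy number and no other biological explanation was tested.

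The integrin genes lower in all 3 matrices, Itga1, Itgav, Itgb1 and Itgb5, were weighed because Itgb1 and Itgav lie on chromosomes that shifted down. With the chromosome's median taken off, 4 of 4 stayed below −0.25 in each matrix. Itga1 and Itgb5 lie on chromosomes with a median above 0, so the step could only lower them and does not test them. Itgav was left at −0.47, −0.30 and −0.55 and Itgb1 at −0.39, −0.38 and −0.29, the last close to the bound. For Itgav and Itgb1, the fall was larger than the median shift of their chromosome. Both were picked for their fall, and what was left was not compared with the spread of other genes on their chromosomes. The step is therefore only weak evidence against a chromosome-wide shift as the whole of the fall, for Itgav and Itgb1 alone. With size factors 4 were lower in all 3 matrices, but size factors moved the median of all genes by −0.01, −0.01 and 0.03, too little to test scaling, which stays open. An effect of Arpc4 KO on integrin transcripts and a difference between clones, which may carry other changes, stay open and untested.

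The effect of Arpc4 KO differed between matrices for 948 features for 25% collagen I against 75% Matrigel (327 lower and 621 higher), 162 for the mixture against 75% Matrigel and 715 for 25% collagen I against the mixture. When genotype labels were exchanged within the 12 libraries of a pair of matrices, in 100 of the 200 possible splits, the real split gave 345 features for the first pair against at most 1107 in another (8 of 100 splits as large), 367 against 1395 for the second (3 of 100) and 711 against 1862 for the third (5 of 100). The splits with more features left or exchanged all labels in 1 matrix and mixed them in the other, which points to a structure of the samples: the knockout effect that the matrices share enters the difference in such splits, so they do not show whether chance is excluded.

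For the other comparisons there are 10 splits, too few for a share under 0.05. In 25% collagen I the real split gave 521 lower and 446 higher features and 4 integrin genes, against at most 0 in another split, and in the mixture 731, 527 and 7 against at most 1, 1 and 0. In 75% Matrigel it gave 709, 403 and 5 against at most 0, and between matrices in control cells 1393, 843 and 619 features against at most 0.

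Among groups whose effect differed between 25% collagen I and 75% Matrigel, 3 Arp2/3 genes had a lower effect in 25% collagen I (Actr3b, Actr2 and Arpc5), of which the calls of Actr2 and Arpc5 were lost when 1 of several libraries was left out. In the same comparison 4 actomyosin genes had a higher effect, with Cald1 at 2.56 (adjusted p = 9.9e-07), and 2 did without control replicate 1 or Arpc4 KO replicate 1 of 25% collagen I or without control replicate 1 or 2 or Arpc4 KO replicate 2 of 75% Matrigel. So did 9 interstitial matrix genes, with Sparc at 1.91 (adjusted p = 7.0e-05), and 7 proteases and crosslinkers, with Tgm2 at 1.55 (adjusted p = 0.00028). The 9 were 5 without control replicate 1 of 25% collagen I, and the 7 were 11 without its control replicate 3. Higher effects were also found for 10 YAP/TAZ targets, with Nuak2 at 1.19 (adjusted p = 0.00037), and for 6 inflammatory genes, with Ptgs2 at 1.15 (adjusted p = 0.00075). The 10 were 4 to 6 without control replicate 1 or 2 of 25% collagen I or without control replicate 2 or 3 or Arpc4 KO replicate 2 of 75% Matrigel. The 6 were 2 or 3 without control replicate 2 or Arpc4 KO replicate 3 of 25% collagen I or without control replicate 1 or 2 or Arpc4 KO replicate 2 of 75% Matrigel. With the 12 libraries of both matrices alone, 4 interstitial matrix genes, 2 actomyosin genes, 2 YAP/TAZ targets and 1 inflammatory gene had a higher effect. For the mixture against 75% Matrigel, 3 proteases and crosslinkers, 2 interferon response genes and 3 inflammatory genes had a higher effect in the mixture, with Nfkbia at 1.24 (adjusted p = 0.00016) and Cxcl16 at 0.85 (adjusted p = 0.0011). For 25% collagen I against the mixture, 2 interstitial matrix genes and 5 YAP/TAZ targets had a higher effect in 25% collagen I (8 targets without its control replicate 3). Of these, interstitial matrix, inflammatory and Arp2/3 genes passed camera with an estimated correlation for 25% collagen I against 75% Matrigel (adjusted p = 0.0047, 0.020 and 0.037). Among loci that the authors assembled and the paper does not discuss, 23 were lower and 56 higher in Arpc4 KO cells in all 3 matrices.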

How the results depend on the processing

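The alternatives added after the data were seen are leaving out the assembled loci, leaving out Arpc4 KO replicate 2 and control replicate 3 of 25% collagen I, the exon share as a covariate, the 12 libraries of a pair of matrices, and DESeq2 with an unadjusted p. Of the recomputed counts of called features, of integrin genes and of lists that passed camera, 224 lay within 1.5 times the reported count and 45 did not, and of the recomputed counts of list members, 2091 did and 211 did not. Of the values of named genes, 956 no longer passed and 108 newly passed in the same direction. Among values that had passed, 1 reversed, Myo1a in control cells in 25% collagen I against 75% Matrigel, which went from 1.05 to −0.0333 (adjusted p = 0.97) with the exon share as a covariate. The other 14549 kept direction and side of the threshold or had not passed at first and changed sign. Such changes of sign were not counted as reversals. The numbers lower in Arpc4 KO cells stayed within 1.5 times under each alternative.

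Over the lists and matrices of Arpc4 KO against control, camera passed 17 times with the preset correlation and 1 time with an estimated one, for the interstitial matrix genes in 75% Matrigel. Without a filter on low counts, 8 integrin genes were lower in 75% Matrigel. With DESeq2 on the 18 libraries, the effect differed for 310 features for the mixture against 75% Matrigel and 1216 for 25% collagen I against the mixture. With DESeq2 and an unadjusted p, 747 features were higher in the mixture and 818 in 75% Matrigel, where edgeR with that p gave 689 and 693 and DESeq2 with the adjusted p gave 509 and 526, so neither choice alone took the number beyond 1.5 times. Without the pair of collagen I libraries, the effect differed for 2332 features against 75% Matrigel and 1979 against the mixture, and 1059 features differed between 25% collagen I and the mixture in control cells. With the exon share as a covariate, 706 and 440 features differed between 25% collagen I and 75% Matrigel and the mixture in control cells. With the 12 libraries of a pair alone, the effect differed for 345 features (25% collagen I against 75% Matrigel) and 367 (the mixture against 75% Matrigel). Apart from that pair of choices, the causes were not tested. Size factors moved the median of all genes by at most 0.05.

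Replicates of equal number are not paired by the labels, and their libraries correlated at −0.102 to 0.0723 over 27 pairs, with 5 closest to their own number. With replicate number as a block, the effect differed for 487, 82 and 203 features for 25% collagen I against 75% Matrigel, the mixture against 75% Matrigel and 25% collagen I against the mixture. With that block, 5 cell cycle genes had a higher effect in 25% collagen I than in the mixture.

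Leaving out 1 library at a time gave 576 to 678, 616 to 650 and 685 to 745 features lower in 25% collagen I, the mixture and 75% Matrigel, and 508 to 737, 416 to 436 and 407 to 479 higher. Integrin genes lower were 4 to 6, 3 to 5 and 5 to 6, with 3 without control replicate 3 or Arpc4 KO replicate 1 of the mixture and 4 without its Arpc4 KO replicate 2. Camera passed 16 to 20 times. Features that differed between matrices in control cells were 1257 to 1743 for 25% collagen I against 75% Matrigel, 646 to 748 for the mixture against 75% Matrigel, and 418 to 1025 for 25% collagen I against the mixture, with 418 without control replicate 2 and 1025 without control replicate 3 of 25% collagen I. Features whose effect differed were 534 to 2396 for 25% collagen I against 75% Matrigel, with 2396 without control replicate 3 of 25% collagen I, 1600 without Arpc4 KO replicate 3 of 75% Matrigel, and 534 to 628 without control replicate 1 or 2 or Arpc4 KO replicate 1 of 25% collagen I, or control replicate 2 or 3 or Arpc4 KO replicate 2 of 75% Matrigel. They were 87 to 256 for the mixture against 75% Matrigel, with 256 without Arpc4 KO replicate 3 of 75% Matrigel, and 87 to 103 without control replicate 1 or any Arpc4 KO library of the mixture or control replicate 1 or 2 of 75% Matrigel. They were 332 to 2102 for 25% collagen I against the mixture, with 2102 without control replicate 3 of 25% collagen I, and 332 to 433 without control replicate 1 or Arpc4 KO replicate 1 of 25% collagen I or any library of the mixture. At these depths, genes near 1 CPM, such as Itgb6, gained and lost calls with single libraries.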

Differences from the paper's values

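The counts of genes lower in Arpc4 KO cells were 653, 684 and 767 in 25% collagen I, the mixture of both matrices and 75% Matrigel, at the thresholds printed in Fig. S2, where the paper's are 495, 578 and 611, and each pair lies within 1.5 times. The counts of higher genes were 623, 482 and 463, against about 450, 380 and 330 in Fig. S2, read by eye. At the thresholds in the paper's methods text, an unadjusted p under 0.05 with the same fold, the alternative set before the data were examined gave 801, 877 and 955 lower and 866, 689 and 693 higher features, more than 1.5 times the paper's in each case.

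The paper states that the integrin term led the pathways of lower genes in both matrices with collagen I and did not lead in 75% Matrigel, while its Fig. 2F, read by eye, draws the term below other terms in the matrices with collagen I. The members of that term were not available, so its rank was not recomputed. Of the integrin genes measured here, 5 of 16 were lower in 75% Matrigel, with Itgb1 at −0.53 and Itgb5 at −1.23, where 6 and 7 were lower in the other matrices. None of the integrin lists passed Fisher's exact test among the called genes in any matrix (adjusted p = 1, 0.87 and 0.48), and a single list of subunits is not the paper's term.

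The paper's discussion states that β1 integrin protein fell in Arpc4 KO cells while its mRNA did not, without naming the culture. In the 3 matrices here, Itgb1 mRNA was lower in Arpc4 KO cells (log2 fold change −0.62, −0.59 and −0.53, adjusted p at most 1.9e-05 in edgeR). None of these falls reaches the log2 fold change of 1 that the paper's methods ask of a changed gene. Less the median of chromosome 8, the falls were −0.39, −0.38 and −0.29. RNA of cells in 2D was not measured here.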

Other observations

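In 25% collagen I, Arpc4 KO cells carried more mRNA of cell cycle genes and less of genes of hypoxia and glycolysis than control cells. Of 29 cell cycle genes, 26 were higher and 0 lower in 25% collagen I, 7 and 1 in 25% collagen I + 75% Matrigel, and 5 and 2 in 75% Matrigel (27 and 0, 7 and 1, and 5 and 2, adjusted over the list alone). The 7 were 4 without control replicate 3 of the mixture and 19 with its 6 libraries alone, and the 5 were 3 without control replicate 3 and 2 without Arpc4 KO replicate 3 of 75% Matrigel. Kif11, a motor of the mitotic spindle, rose by 1.16, 0.57 and 0.43, and Mki67, a marker of proliferation, by 0.99 in 25% collagen I. Camera gave adjusted p = 3.3e-13 in 25% collagen I, and adjusted p = 0.59 with an estimated correlation. Of 23 hypoxia and glycolysis genes, 13, 10 and 7 were lower and 1, 2 and 1 higher (14, 10 and 7 and 1, 2 and 0, adjusted over the list alone). The angiogenic factor Vegfa fell by 1.35 in 25% collagen I, from 2269 ± 652 CPM (SD, n = 3), and by 0.71 in the mixture, and Ndrg1 fell (log2 fold change −1.52, −0.91 and −0.55). The camera p of the list in 25% collagen I was 2.9e-04, and adjusted p = 0.67 with an estimated correlation. Of 18 basement membrane genes, 9, 5 and 7 were lower and 3, 4 and 4 higher (9, 5 and 7 and 3, 5 and 4, adjusted over the list alone). Col4a1, a chain of the basement membrane collagen, was lower in all 3 matrices, with −0.73 in 25% collagen I and −0.78 in the mixture, while Lamb3, a laminin chain, rose by 1.67, 2.11 and 2.13.

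Control cells themselves differed between matrices, with 1482 features called between 25% collagen I and 75% Matrigel (449 lower and 1033 higher in 25% collagen I, and 4413 lower and 3725 higher at an adjusted p under 0.05 without a threshold on the fold), 762 between the mixture and 75% Matrigel and 683 between 25% collagen I and the mixture. Against 75% Matrigel, control cells in 25% collagen I had 24 of 29 cell cycle genes lower and 1 higher, and 19 of 20 cholesterol synthesis genes lower (the same numbers adjusted over the list alone), and these 19 were 12 with the exon share as a covariate. Camera gave adjusted p = 1.9e-09 and 5.1e-10 for these lists, and adjusted p = 0.55 and 0.29 with an estimated correlation. After the fit on GC content and length, the median of the cell cycle genes went from −0.95 to −0.77 and that of the cholesterol genes from −0.58 to −0.68. In the mixture, 10 of 15 inflammatory genes were lower than in 75% Matrigel and 0 higher (the same numbers adjusted over the list alone), with Cxcl16 at −2.06. Camera gave adjusted p = 2.1e-05, and adjusted p = 0.016 with an estimated correlation. Fold changes between these matrices had a Spearman rho with GC content of −0.564 across genes. The median of the 9 inflammatory genes with an average log2 CPM above 2 went from −0.50 to −0.66 after the fit. Of 23 hypoxia and glycolysis genes, 14 were higher and 0 lower in 25% collagen I than in the mixture (15 and 0 adjusted over the list alone), where the rho with GC content was −0.0643. The stress response genes Ddit3 and Atf3 were higher by 2.26 and 2.17 in that comparison. The exon share in Table S1 was lower in control cells in 25% collagen I than in the mixture, where it was 83.89 to 84.27%.

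The other lists moved in both directions in Arpc4 KO cells. Of 26 Arp2/3 activators and regulators, 8, 3 and 2 were lower and 6, 6 and 5 higher, and the same numbers passed when adjusted over the list alone. The 8 were 5 without control replicate 1 or Arpc4 KO replicate 1 and 3 without control replicate 2 of 25% collagen I. Of 15 formins and other nucleators, 3, 5 and 5 were lower and 3, 3 and 2 higher, with Diaph3 up by 1.02 in 25% collagen I. Of 14 mesenchymal markers, 5, 6 and 5 were lower and 4, 4 and 3 higher, with vimentin (Vim) down (log2 fold change −0.48, −0.48 and −0.47). Of 14 epithelial markers, 8, 7 and 2 were lower and 3, 4 and 4 higher, with E-cadherin (Cdh1) down (log2 fold change −0.32 and −0.33) in both matrices with collagen I. The 8 epithelial markers were 5 without control replicate 2 or Arpc4 KO replicate 2 of 25% collagen I. Of 11 basal-like PDAC genes, 5, 5 and 2 were lower and 3, 2 and 2 higher, and of 10 classical PDAC genes, 5, 2 and 3 were lower and 2, 2 and 3 higher. Of 23 interferon response genes, 6, 4 and 9 were lower and 5, 8 and 3 higher. Of 15 inflammatory genes, 5, 7 and 7 were lower and 4, 5 and 2 higher. Of 14 NRF2 targets, 5, 5 and 5 were lower and 2, 1 and 0 higher, and of 20 cholesterol synthesis genes, 4, 0 and 2 were lower and 3, 10 and 4 higher. The NRF2 targets lower were 3 without Arpc4 KO replicate 2 in 25% collagen I and 3 without control replicate 1 or 2 or with DESeq2 size factors in 75% Matrigel, where 8 of 14 alternatives lay within 1.5 times, and the 4 cholesterol genes higher in 75% Matrigel were 2 without its Arpc4 KO replicate 1. With the 6 libraries of 25% collagen I alone, in edgeR, 3 activators and regulators were lower and 3 higher, and 5 epithelial markers, 2 classical PDAC genes and 3 interferon response genes were lower. Of these lists, camera passed for the mesenchymal markers in 75% Matrigel (adjusted p = 0.033, and adjusted p = 0.12 with an estimated correlation).

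Markers of cells absent from these cultures were largely unmeasured. Of 12 fibroblast and stellate markers, 2 were measured, with 0, 1 and 1 lower and 1, 0 and 0 higher. Of 14 macrophage and leukocyte markers, 3 were measured (0, 0 and 1 lower and 2, 1 and 1 higher), of 9 endothelial markers, 4 (1 lower and 1 higher in each matrix), and of 12 acinar markers, 3 (0, 0 and 1 lower and 1, 1 and 0 higher). Among other genes the paper names, Rac1 rose by 0.25, 0.29 and 0.18 (the last call lost when 1 of several libraries was left out) and Hsp90aa1 by 0.57, 0.40 and 0.69, while Myl12a, for MLC2, fell (log2 fold change −0.35, −0.43 and −0.51). Myl12b, for MLC2 as well, was at 0.19, 0.14 and −0.09 (adjusted p = 0.044, 0.14 and 0.37), the first a call that was lost when 1 of several libraries was left out. Hsp90ab1 and Arpin did not pass the test in any matrix, with adjusted p = 0.48, 0.94 and 0.11 for Hsp90ab1 and 0.26, 0.71 and 0.26 for Arpin. Fbln1, a matrix glycoprotein, had 0 counts in the 9 Arpc4 KO libraries and 1630 in the 9 control libraries, at least 559-fold lower with a floor of 3 counts over the group.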
